# Metabolomic analysis of *Drosophila melanogaster* larvae lacking pyruvate kinase

**DOI:** 10.1093/g3journal/jkad228

**Published:** 2023-10-04

**Authors:** Yasaman Heidarian, Jason P Tourigny, Tess D Fasteen, Nader H Mahmoudzadeh, Alexander J Hurlburt, Travis Nemkov, Julie A Reisz, Angelo D’Alessandro, Jason M Tennessen

**Keywords:** *Drosophila melanogaster*, metabolism, glycolysis, pyruvate kinase, metabolomics

## Abstract

Pyruvate kinase (Pyk) is a rate-limiting enzyme that catalyzes the final metabolic reaction in glycolysis. The importance of this enzyme, however, extends far beyond ATP production, as Pyk is also known to regulate tissue growth, cell proliferation, and development. Studies of this enzyme in *Drosophila melanogaster* are complicated by the fact that the fly genome encodes 6 Pyk paralogs whose functions remain poorly defined. To address this issue, we used sequence distance and phylogenetic approaches to demonstrate that the gene *Pyk* encodes the enzyme most similar to the mammalian Pyk orthologs, while the other 5 *Drosophila* Pyk paralogs have significantly diverged from the canonical enzyme. Consistent with this observation, metabolomic studies of 2 different *Pyk* mutant strains revealed that larvae lacking Pyk exhibit a severe block in glycolysis, with a buildup of glycolytic intermediates upstream of pyruvate. However, our analysis also unexpectedly reveals that pyruvate levels are unchanged in *Pyk* mutants, indicating that larval metabolism maintains pyruvate pool size despite severe metabolic limitations. Consistent with our metabolomic findings, a complementary RNA-seq analysis revealed that genes involved in lipid metabolism and protease activity are elevated in *Pyk* mutants, again indicating that loss of this glycolytic enzyme induces compensatory changes in other aspects of metabolism. Overall, our study provides both insight into how Drosophila larval metabolism adapts to disruption of glycolytic metabolism as well as immediate clinical relevance, considering that Pyk deficiency is the most common congenital enzymatic defect in humans.

## Introduction

Pyruvate kinase (Pyk; E.C. 2.7.1.40) is an ancient enzyme that catalyzes the final reaction of glycolysis (phosphoenolpyruvate + ADP + Pi to pyruvate + ATP) in organisms that span all 3 domains of life (Hattori et al. 1995; Muñoz and Ponce 2003; Falb et al. 2008; Johnsen et al. 2019; Schormann et al. 2019). Since the Pyk-catalyzed reaction is essentially irreversible under normal cellular conditions (Schormann et al. 2019), this enzyme controls a key rate-limiting, “pay-off” glycolytic step that controls ATP production, and dictates the rate at which glycolytic intermediates enter the metabolic pathways that branch off of glycolysis. One consequence of this regulation is that Pyk controls the size of the 3-phosphoglycerate pool and the flux of this metabolite into serine synthesis, thus indirectly influencing redox balance and nucleoside anabolism via production of the amino acids cysteine (de novo glutathione synthesis) and glycine (one-carbon metabolism for de novo purine synthesis) (for examples, see Maddocks et al. 2013 and Zhang, Lai et al. 2017). This central role for Pyk in coordinating cellular metabolism has become the topic of great interest in models of human disease, where changes in Pyk activity can influence cell fate decisions by balancing the flux of glycolytic metabolites between energy production and the synthesis of metabolites involved in chromatin remodeling, one-carbon metabolism, and biomass production (Israelsen and Vander Heiden 2015; Hsu and Hung 2018).

The importance of Pyk in human health is clear from the myriad of diseases that are caused by altered activity of the 2 human paralogs, Pyruvate Kinase, Liver and Red Blood Cell (PKLR) and Pyruvate Kinase, Muscle (PKM). For example, mutations in the *PKLR* gene result in a common congenital disorder known as Pyk deficiency (PKD) (Fattizzo et al. 2022; Luke et al. 2023). Individuals with PKD experience a wide spectrum of clinical and biochemical symptoms and have a highly variable prognoses that depend on environmental factors, early interventions, and the severity of the causal mutations (Dolan et al. 2002; Grace et al. 2015). Similarly, changes in splicing of PKM transcripts are well-documented in a number of disease states, with a switch from the PKM1 isoform towards the PKM2 isoform associated with pulmonary hypertension (Caruso et al. 2017; Zhang, Wang et al. 2017), sporadic Alzheimer's disease (Traxler et al. 2022), and enhancement of the Warburg effect in cancer cells (Israelsen and Vander Heiden 2015). Finally, population genetic studies support a model in which *PKLR* mutations are protective against malaria (Min-Oo et al. 2007; Ayi et al. 2008; Machado et al. 2012; van Bruggen et al. 2015), suggesting that partial inhibition of the enzyme could be exploited towards antimalarial efforts. Basic studies of PYK function in the context of endogenous metabolic networks thus hold the potential to inform better interventions for a wide range of human diseases.

The fruit fly *Drosophila melanogaster* is a powerful model for studying the function of metabolic enzymes within the context of both normal physiology and human disease models (Drummond-Barbosa and Tennessen 2020; Kim et al. 2021). In this regard, previous studies of *Drosophila* Pyk (FBgn0267385) have demonstrated roles for this enzyme in fly development and behavior, with reduced *Pyk* expression being associated with defects in muscle and wing development, neuron and glial function, and olfactory memory (Tixier et al. 2013; Volkenhoff et al. 2015; Wu et al. 2018; Spannl et al. 2020). However, the effects of decreased Pyk activity in the fly have not been examined at a metabolic level. Moreover, the fly genome encodes 6 predicted Pyk paralogs (Pyk, CG7069, CG2964, CG7362, CG11249, and CG12229, Garapati et al. 2019; Gramates et al. 2022), thus highlighting a need to characterize the in vivo functional potential of individual enzymes within this gene class.

Here, we use sequence identities and phylogenetics in combination with metabolomics and transcriptomics to analyze *Pyk* (FBgn0267385), which encodes the most abundantly and widely expressed member of the *D. melanogaster* Pyk family (Graveley et al. 2011). Our studies indicate that the gene *Pyk* encodes the *Drosophila* enzyme most similar to human PKM and PKLR. Subsequent metabolomic analysis of 2 *Pyk* mutant strains reveals a severe block in glycolysis, with a buildup of intermediates immediately upstream of Pyk and a depletion of lactate, 2-hydroxyglutarate (2HG), and the amino acid proline. Moreover, loss of Pyk activity also induces a significant upregulation of genes involved in lipid metabolism and protease activity. Overall, our study validates the presumed function of Pyk within *Drosophila* metabolism and identifies the transcriptional and metabolic networks that respond to loss of Pyk activity during larval development.

## Methods

### *Drosophila* husbandry and larval collection

Fly stocks were maintained on Bloomington *Drosophila* Stock Center media at 25°C. Larvae were collected on molasses agar plates as previously described (Li and Tennessen 2017, 2018). Briefly, 50 virgin females and 25 males of the appropriate genotypes were placed in 6-ounce plastic bottles (Genesee Scientific; Cat #: 32-130) with holes punched in the side using a 20-gauge needle. A 35-mm molasses agar plate (Corning 353001) with a smear of yeast paste on the surface was taped in place in the mouth of the bottle and the bottle inverted and placed in a 25°C incubator. The molasses agar/yeast plate was replaced at least once per day. For sample collection, eggs were collected on the molasses agar/yeast plate for 6 hours, individual plates were placed inside a 60-mm cell culture dish, and the collected embryos were placed in a 25°C incubator and allowed to develop for 48 hours. Larvae were collected at the early L2 stage for subsequent metabolomic analysis. Larval age was verified based on the trachea structure and mouthhook morphology. Note that male and female larvae are exceedingly difficult to distinguish at this stage of development, thus we used a mix of both sexes in our analysis.

### Generation of *Pyk* alleles using CRISPR/Cas9

The *Pyk* deletions *Pyk^23^* and *Pyk^31^* were generated using a previously described approach for CRISPR/Cas9 mutagenesis (Gratz et al. 2013; Sebo et al. 2014). Briefly, oligos containing gRNA sequences #1 (5′-GTGCCCCATGTGCGTCTGTC-3′) and #2 (5′-GCTGCTGGAGGCAGGTCCGA-3′) were inserted into pU6-BbsI-chiRNA (DGRC Stock #1362), and the resulting plasmids were independently injected into BDSC Stock #52669 (*y^1^ M{RFP[3xP3.PB] GFP[E.3xP3]=vas-Cas9.S}ZH-2A w^1118^*) by Rainbow Transgenics (Camarillo, CA). Injected females and F1 progeny were crossed to w*; ry^506^*Dr*^1^*/TM3, P{Dfd-GMR-nvYFP}3, Sb^1^*. Putative F2 *Pyk^Δ^/TM3, P{Dfd-GMR-nvYFP}3, Sb^1^* siblings were mated and the F3 generation screened for animals lacking the *TM3* balancer, indicating the presence of a lethal mutation. Any strain that failed to generate homozygous mutant adults was crossed with *Pyk^61^* mutants and the F1 progeny analyzed for failure to complement. Mutant strains that failed to complement *Pyk^61^* were further analyzed for the presence of *Pyk* mutations. *Pyk^23^* was isolated from injections using gRNA#1, and *Pyk^31^* was isolated from injections using gRNA#2. The deletions were identified by amplifying and sequencing a region of the *Pyk* gene using oligos 5′-CACGCACTTTGTTTACATCAGC-3′ and 5′-GCACCAGTCCACGGTAGAGA-3′.

### Generation of *Pyk* alleles using p-element excision

Both the *Pyk^60^* and *Pyk^61^* alleles were generated for this study using standard techniques for imprecise p-element excision (Robertson et al. 1988; Bellen et al. 2004). Briefly, virgin females containing the transposon insertions in the strains *Pyk^DG05605^/TM3, Sb*^1^*, Ser^1^* and *Pyk^EY10213^/TM3, Sb*^1^*, Ser^1^* (BDSC stock 20088) were independently crossed with *ry506 p{Δ2-3}99B* males. F1 virgin females lacking the TM3 balancer were crossed with w*; ry^506^*Dr*^1^*/TM3, P{Dfd-GMR-nvYFP}3, Sb^1^* males (BDSC stock 23231). F2 males with white eyes were then crossed to w*; ry^506^*Dr*^1^*/TM3, P{Dfd-GMR-nvYFP}3, Sb^1^* females, and F3 *Pyk^Δ^/TM3, P{Dfd-GMR-nvYFP}3, Sb^1^* siblings were used to establish mutant lines. The *Pyk^60^* allele was generated by the imprecise excision of *Pyk^EY21058^*, and the *Pyk^61^* deletion was generated by the imprecise excision of *Pyk^DG05605^*. Endpoints of the deletions were mapped using a PCR-based approach.

The *Pyk^61^* deletion was sequenced by isolating homozygous mutant larvae, amplifying across the deletion using the oligos 5′-GATTTCCTTCAGAGCATTTGCGTC-3′ and 5′-TTCACCGTGCAGCAAGACATC-3′ and sequencing the resulting PCR product. The *Pyk^61^* deletion is 6400 bp long starting with the sequence 5′-GATGCCTTTGTTGCCGCCCT-3′ and ending with the sequence 5′-GTATGAACTTCTCTCACGGC-3′ (3R:22373250…22368775; based on the *D. melanogaster* reference genome release 6.53), and includes an 18-bp insertion of the sequence 5′-AAGTTCAAGTTCTGGATT-3′ (see File S1). As illustrated below, *Pyk^61^* deletes the entire *Pyk*-coding region as well as the first-coding exons of both the upstream and downstream neighboring genes (*Polr3f* and *CG7069*).

The *Pyk^60^* allele represents a large deletion or rearrangement between the sequences 5′-CTTCTGTTCTATCCGATTGCCGG-3′ and 5′-TTGACGCGCTCATTGGGTTTC-3′ (these sequences represent the oligos closest to the insertion site that can be used to successfully generate PCR products that flank the lesion). However, despite many attempts, we were unable to produce a PCR product spanning the lesion. The *Pyk^prec^* allele is a precise excision of *Pyk^DG05605^*. For all analyses, the *Pyk^60^/TM3, P{Dfd-GMR-nvYFP}3, Sb^1^* and *Pyk^61^/TM3, P{Dfd-GMR-nvYFP}3, Sb^1^* strains were crossed and trans-heterozygous *Pyk^60/61^* mutant larvae were selected for based on the absence of YFP.

Since the transposon excision events that produced the *Pyk^60^* and *Pyk^61^* deletion alleles also disrupted neighboring genes, we further analyzed the effects of these deletions on expression of neighboring genes. When these deletions are placed in *trans*, the resulting heterozygote lacks sequence corresponding to nearly the entire *Pyk*-coding region and the 5′ exons of the neighboring *Pyk* homolog *CG7069*. Northern blot analysis of trans-heterozygous L2 larvae revealed that *Pyk^60/61^* larvae fail to accumulate detectable *Pyk* mRNA transcripts (Supplementary Fig. 1). The mRNA of neighboring genes *Polr3F* and *CG18596*, however, was present at similar levels in both *Pyk^Prec^* and *Pyk^60/61^*, indicating that the phenotypes arising from the *Pyk* mutant background are specific to loss of *Pyk* expression. Of note, the second pyruvate kinase homolog disrupted by these deletions, *CG7069*, is primarily expressed in adult testis, and transcripts are present at very low or undetectable levels during the embryonic and larval stages (see the RNA-seq study described below and FlyBase, Chintapalli et al. 2007; Robinson et al. 2013; Brown et al. 2014; Gramates et al. 2022). Since *Pyk^60/61^* larvae die prior to the L3 stage, the effects of these deletions on *CG7069* expression could not be examined.

### Northern blot analysis

RNA was extracted from L2 larvae with TriPure isolation reagent, and northern blot analysis was conducted as previously described (Karim and Thummel 1991; Sullivan and Thummel 2003). The following PCR oligos were used to generate northern blot probes: *Pyk*: 5′-GCTGACCACCAACAAGGAAT-3′ and 5′-GCACCAGTCCACGGTAGAGA-3′; *Polr3F*: 5′-ACCAACGATGACCTGACCAAG-3′ and 5′-ATTGTTTCCAGATCGGCCTCC-3′; and *rp49*: 5′-ACAAATGTGTATTCCGACCACG-3′ and 5′-TCAAGATGACCATCCGCCCAG-3′.

### Phylogenetic analysis of Pyk orthologs and paralogs

Protein sequences for each of the Pyk homologs were retrieved from FlyBase (Gramates et al. 2022), ZFIN (Bradford et al. 2022), WormBase (Davis et al. 2022), NCBI RefSeq (O’Leary et al. 2016), dictyBase (Fey et al. 2013), and UniProt (Bateman et al. 2023). The longest verified isoform of each was selected for multiple sequence alignment (MSA; see Supplementary Table 1 for protein sequence information), except for mosquito which was a predicted entry (Petchampai et al. 2019). The MSA was generated via MAFFT v7.520 (Katoh and Standley 2013) using the E-INS-I algorithm (command: “mafft –maxiterate 1000 –thread 4 –genafpair [FASTA_in] > [MSA_out]”). For the sequence identity and similarity heatmaps, the resulting MSA was analyzed using the “seqidentity()” function of the Bio3D R package (Grant et al. 2006) to extract pairwise matrices, which were visualized in R with corrplot (Wei and Simko 2021).

For the phylogenetic analysis, we used the same MSA to reconstruct the Pyk evolutionary tree with IQ-TREE2, applying the WAG model of protein substitution (Whelan and Goldman 2001; Nguyen et al. 2015; Hoang et al. 2018; Minh et al. 2020), run with the command as follows: “iqtree2 -s [MSA_in] –redo -B 1000 -T 4 -m WAG –prefix [TREE_out]”. The resulting phylogeny was rooted to *Dictyostelium discoideum*, formatted, and visualized using FigTree v1.4.4 (Rambaut 2018).

### Triglyceride assays and Nile red staining

Triglyceride levels in *Pyk* control and mutant L2 larvae were measured as previously described (Tennessen et al. 2014). Briefly, synchronized populations of embryos were collected for 4 hours on a molasses agar plate with yeast paste smeared on the surface, as described (Li and Tennessen 2017). Embryos were allowed to hatch on the surface of the collection plate, and larvae were reared on the same plate in a 25°C incubator. Sixty hours after egg-laying, heterozygous controls and homozygous mutant larvae were identified based on lack of GFP expression from the *TM3, P{Dfd-GMR-nvYFP}3, Sb^1^* balancer chromosome. Twenty-five larvae of the appropriate genotypes were then collected in 1.5-mL microfuge tubes, washed 3 times with phosphate-buffered saline pH 7.0 (PBS), homogenized in 100 µL of cold PBS + 0.05% Tween 20 (PBST), and heat-treated for 10 minutes at 70°C. The resulting homogenate was assayed for triglyceride and soluble protein levels as previously described (Tennessen et al. 2014).

Nile red staining was conducted on L2 fat bodies as previously described (Grönke et al. 2005). Briefly, dissected tissues were fixed with 4% paraformaldehyde in PBS for 30 minutes and washed with PBST 3 times for 5 minutes each, and then incubated for 1 hour at room temperature in a 1:1,000 dilution of Nile red stock (10 mg/mL in acetone) in PBS. Tissues were washed 3 times for 5 minutes each in PBST, mounted in Vectashield (Vector Laboratories), and imaged on a Leica SP8 Confocal at 568 nm.

Measurements for total area of lipid droplets per total area of tissue section and individual lipid droplet area were conducted using ImageJ as previously described (Musselman and Kühnlein 2018). A threshold was manually set for the selected image that maximized droplet visibility and minimized background. For total area of lipid droplets, boundaries were drawn around the border of the fat body tissue shown in the image, and the “measure” function was used to produce measurements for “%area” for each of 3 representative images for both *Pyk^23/31^* and *Pyk^23/+^*. For measurements of individual lipid droplet area, the “analyze particles” function was used to produce area measurements for lipid droplets from 3 representative images.

### Gas chromatography mass spectrometry (GC-MS)-based metabolomics

*Pyk* mutant and control larvae were collected at the early L2 stage (∼48 hours after egg-laying at 25°C) as previously described (Li and Tennessen 2018). All samples collected for analysis represent biological replicates obtained from independent mating bottles and each sample contained 25 larvae. Analysis of the *Pyk^60^* and *Pyk^61^* alleles was conducted by the University of Utah metabolomics core facility as previously described (Cox et al. 2017). *Pyk^23^*^/31^ mutants and *Pyk^23/+^* control samples were analyzed by the University of Colorado Metabolomics core facility. Data were normalized to sample mass and internal standards.

### Ultra high-pressure liquid chromatography–mass spectrometry (UHPLC-MS)-based metabolomics

Ultra high-pressure liquid chromatography–mass spectrometry (UHPLC-MS) metabolomic analyses were performed at the University of Colorado Anschutz Medical Campus, as previously described (Nemkov et al. 2019). Briefly, the analytical platform employs a Vanquish UHPLC system (Thermo Fisher Scientific, San Jose, CA, USA) coupled online to a Q Exactive mass spectrometer (Thermo Fisher Scientific, San Jose, CA, USA). The (semi)polar extracts were resolved over a Kinetex C18 column, 2.1 × 150 mm, 1.7-µm particle size (Phenomenex, Torrance, CA, USA) equipped with a guard column (SecurityGuard Ultracartridge—UHPLC C18 for 2.1-mm ID Columns—AJO-8782—Phenomenex, Torrance, CA, USA) using an aqueous phase (A) of water and 0.1% formic acid and a mobile phase (B) of acetonitrile and 0.1% formic acid for positive ion polarity mode, and an aqueous phase (A) of water:acetonitrile (95:5) with 1-mM ammonium acetate and a mobile phase (B) of acetonitrile:water (95:5) with 1-mM ammonium acetate for negative ion polarity mode. The Q Exactive mass spectrometer (Thermo Fisher Scientific, San Jose, CA, USA) was operated independently in positive or negative ion mode, scanning in Full MS mode (2 μscans) from 60 to 900 m/z at 70,000 resolution, with 4-kV spray voltage, 45 sheath gas, and 15 auxiliary gas. Calibration was performed prior to analysis using the Pierce Positive and Negative Ion Calibration Solutions (Thermo Fisher Scientific).

### Statistical analysis of metabolomics data

Both metabolomics datasets were analyzed using Metaboanalyst 5.0 (Pang et al. 2021), with data first preprocessed using log normalization and Pareto scaling.

### RNA-seq analysis

RNA from *Pyk^23/+^* heterozygous controls and *Pyk^23/31^* mutants was extracted from L2 larvae with TriPure isolation reagent and further purified using a Qiagen RNeasy kit (Catalog #74004). RNA-seq was performed on 3 whole-fly biological replicates for *Pyk^23/+^* heterozygous controls and *Pyk^23/31^* mutants. Samples were paired-end sequenced on the NextSeq 550 platform 75 cycles to a depth of 15–20 million reads each, using standard Illumina TruSeq Stranded mRNA libraries, at the IU Center for Genomics and Bioinformatics.

RNA-seq read quality was assessed with FastQC (Andrews 2010) and MultiQC (Ewels et al. 2016); raw reads were not trimmed or filtered. Reads were pseudo-aligned and quantified using Kallisto v0.46.0 (Bray et al. 2016), the *D. melanogaster* BDGP6.32 reference assembly and annotation retrieved through Ensembl (Cunningham et al. 2022), and the gffread utility from the Cufflinks suite to generate the transcriptome from the assembly and annotation (Trapnell et al. 2010).

Differential expression analysis was performed with tximport (https://doi.org/10.12688/f1000research.7563.1) and DESeq2 v1.30.1 (Love et al. 2014) running in RStudio v1.4.1717 on R v4.0.4. Genes with average expression below 2 counts per sample (i.e. 12 counts per row) were filtered out before determining genes with significant expression difference based on a Wald test adjusted *P*-value ≤ 0.05 and an absolute log fold change ≥ 1. Subsequent analysis and visualization were performed in R using a variety of tools and packages. Correlation plots were generated using base R and the corrplot package v0.92 (Wei and Simko 2021). Principal components were analyzed and visualized with PCAtools v2.2.0 (Blighe and Lun 2022). Heatmaps, including clustering analysis performed by the hclust method (from base R {stats} package), were generated by pheatmap v1.0.12 (Kolde 2019).

Gene Ontology Analysis was carried out using the GOrilla tool for genes that were significantly (adjusted *P*-value < 0.05) upregulated or downregulated by more than 2-fold in *Pyk* mutants (Eden et al. 2009). Tissue enrichment analysis was conducted using default settings for the “Preferred tissue (modEncode RNA_seq)” tool in PANGEA version 1.1 beta (Hu et al. 2023).

### Pathway enrichment analysis

The list of genes and metabolites that were significantly altered in *Pyk^23/31^* mutants compared to *Pyk^23/+^* controls were analyzed using OmicsNet 2.0 (omicsnet.ca) (Zhou et al. 2022). Subnetworks were generated using the KEGG (Organism-specific) database followed by the “Minimum Network” option. Only those subnetworks containing both significantly altered genes and metabolites are described below.

## Results

### The *Drosophila* gene *Pyk* encodes the Pyk enzyme orthologous to human PKs

The *Drosophila* genome harbors 6 genes predicted to encode pyruvate kinases (Garapati et al. 2019; Gramates et al. 2022). To better understand the relationships between the *Drosophila* Pyk paralogs and Pyk orthologs in other organisms, we compared their pairwise protein sequence identities and generated a phylogenetic gene tree to infer their evolutionary history (Fig. 1, Supplementary Table 1). Species examined included human and mouse, *Aedes aegypti*, *Caenorhabditis elegans*, *Danio rerio*, and *D. discoideum* as the outgroup for tree rooting (Supplementary Table 1). The pairwise sequence comparisons indicate that *Drosophila* Pyk shares strongest identity with that of the *A. aegypti* protein PK1 (XP_001649983.1), followed by those of its vertebrate orthologs, the worm homologs, and fly paralog CG7069 (Fig. 1a). The other putative paralogs show identity to a lesser extent, with 2 of the *Drosophila* proteins (CG11249 and CG12229) displaying 21% or less identity with all other analyzed Pyk orthologs (Fig. 1a). The sequence similarities, allowing for conservative residue substitutions, show a similar pattern (Supplementary Fig. 2). These results indicate that, at the sequence level, *Drosophila* Pyk is as, or more, similar to the *C. elegans* homologs than it is to 4 of the 5 other putative fly paralogs.

**Fig. 1.**
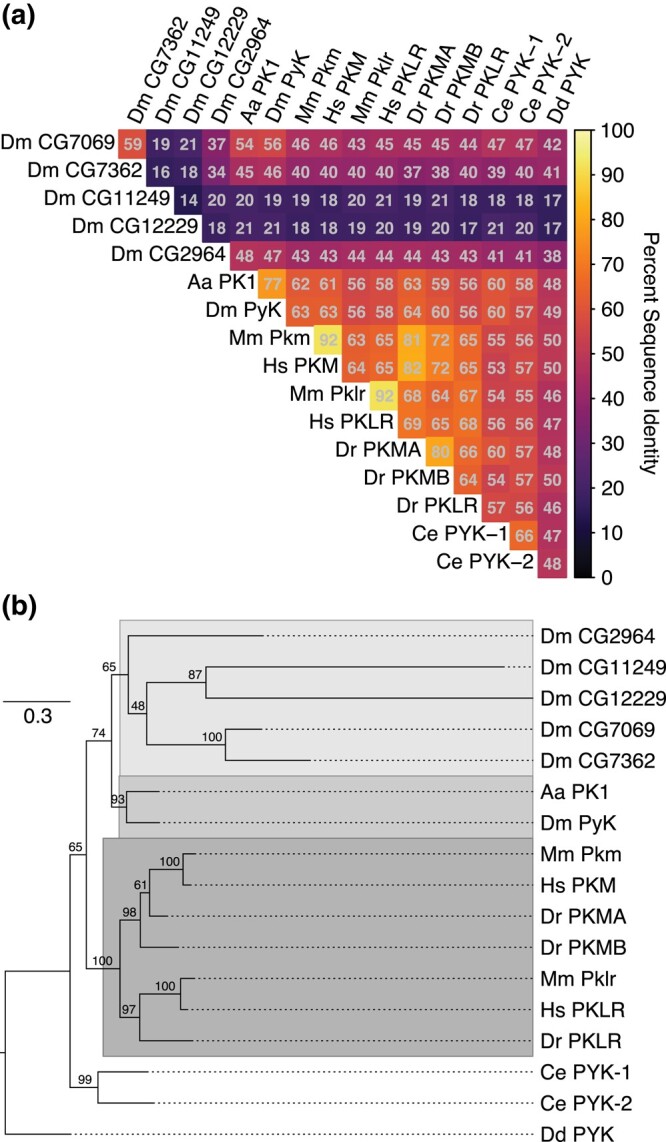
Sequence identity and phylogeny of Pyk homologs. a) Heatmap of pairwise sequence identities extracted from the multiple sequence alignment (MSA). b) Phylogenetic maximum likelihood Pyk gene tree. Ultrafast bootstrap support is shown on internal branches. The tree is rooted to *D*. *discoideum* homolog PYK as the outgroup. Species abbreviations: Aa, *A. aegypti*; Dm, *D. melanogaster*; Hs, *Homo sapiens*; Mm, *Mus musculus*; Ce, *C. elegans*; Dr, *D. rerio*; Dd, *D. discoideum*. See Supplementary Table 1 for the list of isoform-specific coding sequences (CDSs) used in the analysis.

Sequence distances may not correspond to actual evolutionary or functional relationships, so we next sought to reconstruct the Pyk gene tree using a maximum likelihood model of protein evolution. The resulting phylogeny indicates that the *Drosophila* Pyk is sister to its *A. aegypti* ortholog (Fig. 1b), which compose a larger clade with the more distantly related *Drosophila* paralogs. This insect Pyk/PK1 clade is in turn sister to that of the vertebrate homologs, which share a common ancestor. We note generally strong ultrafast bootstrap support for the insect and vertebrate ortholog subclades, the worm paralogs, and 2 pairs of the fly paralogs, with weaker support for the fly paralog internal branches and the resolution between insects and vertebrates (Fig. 1b). While phylogenetically we cannot claim any further orthology between fly and vertebrate Pyks based on this tree, the divergence of the fly paralogs is readily apparent from their extended branch lengths.

*Aedes* PK1 was previously demonstrated to exhibit unique allosteric regulation when compared with mammalian enzymes (Petchampai et al. 2019). Given the high sequence similarity and close evolutionary relationship between these 2 dipteran proteins, our findings suggest that *Drosophila* Pyk likely functions more similarly to mosquito PK1 than to the mammalian enzymes. Thus, future studies of *Drosophila* Pyk should be hesitant to make direct comparisons between the fly enzyme and either of the mammalian enzymes, especially in the context of human disease models (see discussion below). Overall, our results support the hypothesis that the fly gene *Pyk* encodes the canonical glycolytic enzyme, which is consistent with previous studies demonstrating that *Pyk* is the most widely expressed member of the *D. melanogaster* Pyk gene class (Rust and Collier 1985; Chen et al. 2011; Graveley et al. 2011).

### *Pyk* mutants die during the second larval instar

To determine how loss of Pyk activity affects *Drosophila* development, we used CRISPR/Cas9 to generate 2 small deletions in the *Pyk* locus, denoted here as *Pyk^23^* and *Pyk^31^*, both of which induce frameshifts in the first-coding exon and are predicted to be null alleles (Fig. 2a). When these 2 *Pyk* mutant alleles were placed in trans, the resulting *Pyk^23/31^* mutants survived embryogenesis but died during the mid-L2 stage (Fig. 2b). Moreover, when compared with *Pyk^23/+^* heterozygous controls, *Pyk* mutants displayed a significant decrease in both body mass and triglyceride stores (Figs. 2c and 3, a and b), thus demonstrating that loss of Pyk activity significantly disrupts larval development. We would note, however, that although *Pyk* mutants accumulate far less triglycerides (TAG) than controls, the size and density of lipid droplets within the fat body as determined by Nile red staining (Fig. 3, a and b) remain similar to controls (Fig. 3, c and d). Our finding suggests that while loss of Pyk activity results in an overall decrease in TAG stores, the density of lipid droplets with the remaining *Pyk* mutant fat body is maintained at a near normal level. Overall, these findings reveal that *Pyk* mutant larvae display many of the same phenotypes observed in *dERR* and *Pfk* mutants, which also exhibit severe disruptions of glycolytic metabolism (Rust and Collier 1985; Tennessen et al. 2011).

**Fig. 2.**
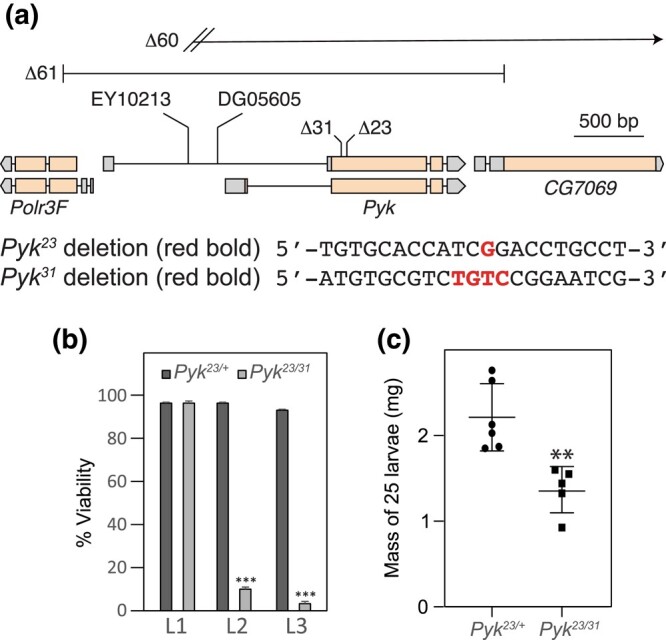
Deletions in the *Pyk*-coding region induce larval lethality and growth defects. a) An illustration of the *Drosophila Pyk* locus and surrounding genes, as well as the *Pyk* mutant alleles. The *Pyk^23^* and *Pyk^31^* alleles were generated using a CRISPR/Cas9-based strategy and induce small deletions that result in frameshifts. The *Pyk^61^* deletion, which was generated through imprecise excision of the p-element insertion *Pyk^EY10213^* (abbreviated EY10213), deletes 6400 bp and removes the entire *Pyk* locus as well as portions of the first-coding exons of the neighboring genes. The *Pyk^60^* deletion was generated through imprecise excision of the p-element insertion *Pyk^DG05605^* (abbreviated DG056050) and represents a large deletion or chromosomal rearrangement of undefined boundaries (denoted by diagonal hatch marks; see *Methods*) that eliminates *Pyk* expression (see Supplementary Fig. 1). Note that *Pol3f* gene expression is normal in trans-heterozygous *Pyk* mutant backgrounds (Supplementary Fig. 1). b) A histogram illustrating the effects of *Pyk* mutations on larval viability. Note that nearly all *Pyk^23/31^* trans-heterozygous mutant animals die during the second larval instar. c) *Pyk^23/31^* mutants are significantly smaller than heterozygous controls. *n* = 6 samples containing 25 mid-L2 larvae. **P < 0.01. ***P < 0.001. *P*-values calculated using a Mann–Whitney test.

**Fig. 3.**
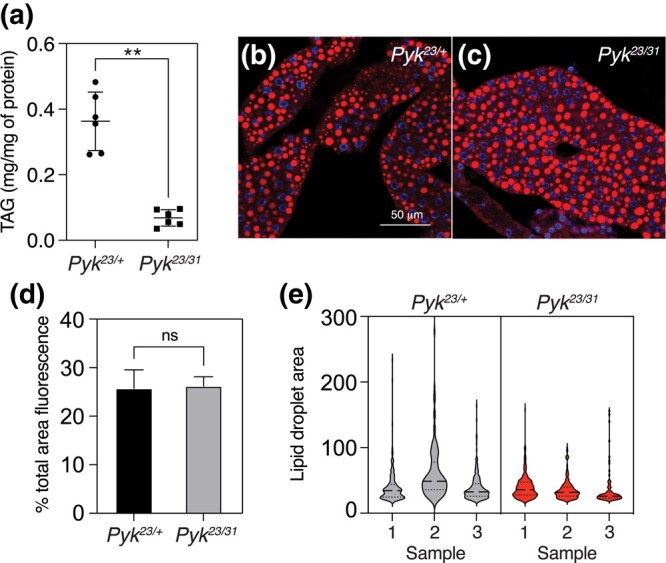
*Pyk* mutants exhibit decreased TAG levels. TAG levels were assayed during L2 development in *Pyk* mutants and heterozygous controls. a) *Pyk^23/31^* mutants exhibit significantly decreased triglycerides (TAG) as compared with *Pyk^23/+^* controls. Data are normalized to soluble protein. *n* = 6 biological replicates containing 25 mid-L2 larvae per sample. **P < 0.01. *P*-values calculated using a Mann–Whitney test. b,c) Nile red was used to stain lipid droplets in L2 fat bodies of both b) *Pyk^23/+^* controls and c) *Pyk^23/31^* mutants. Scale bar in b) applies to c). d,e) Images of Nile red stained *Pyk^23/+^* and *Pyk^23/31^* fat bodies were quantified for d) the percent total area stained by Nile red (% total area fluorescence) and e) lipid droplet size. Three representative images were analyzed for each genotype. Statistical analysis was conducted using a Mann–Whitney test for d) and a Nested t test for e). No significant differences were found in d) or e).

### Metabolomic analysis of *Pyk* mutants

To better understand how loss of *Pyk* alters larval metabolism, we used a targeted metabolomics approach to compare *Pyk^23/31^* mutants with *Pyk^23/+^* heterozygous controls during the L2 larval stage (Supplementary Table 2). Partial Least Squares Discriminant Analysis of the resulting data revealed that control and mutant samples clustered in distinct groups (Supplementary Fig. 3). Subsequent analysis of the data revealed increased levels of the metabolites immediately upstream of Pyk, 2/3-phosphoglycerate and phosphoenolpyruvate, and a decrease in lactate, and 2-hydroxyglutarate, and most amino acids that can be used as anaplerotic fuel in the citric acid cycle (Fig. 4, a and b, Supplementary Table 2; note that this metabolomics method cannot distinguish between 2-phosphoglycerate and 3-phosphoglycerate. As a result, we refer to the combined measurement of both metabolites as 2/3-phospho-D-glycerate in Fig. 4b). Overall, these changes are indicative of a block in glycolysis at the reaction catalyzed by Pyk.

**Fig. 4.**
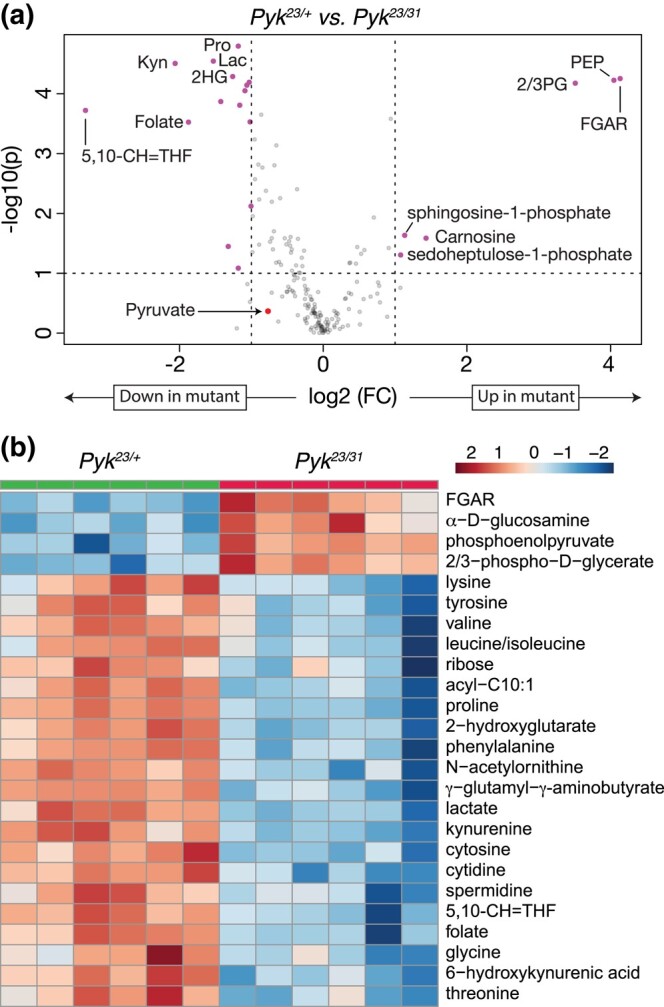
Targeted metabolomic analysis of *Pyk* mutant larvae. *Pyk^23/31^* mutant larvae and *Pyk^23/+^* controls were analyzed using a targeted GC-MS approach. a) Differences in metabolite abundance between control and mutant samples are represented as a volcano plot. Dashed vertical line represents an absolute log2 fold change (FC) of ≥|1.5|. Dashed horizontal line represents *P* < 0.01. Note that pyruvate is not significantly changed in mutants compared to controls. b) A heatmap illustrating the top 25 most significantly altered compounds in *Pyk^23/31^* mutants as compared with *Pyk^23/+^* controls. Both figures were generated using Metaboanalyst 5.0, as described in the *Methods*. Abbreviated compounds are 2/3-phosphoglycerate (2/3PG), phosphoenolpyruvate (PEP), 2-hydroxyglutarate (2HG), 3-hydroxybutyrate (2HB), 5,10-methenyltetrahydrofolate (5,10-CH=THF), alanine (Ala), asparagine (Asn), glutamic acid (Glu), glutamine (Gln), 5′-phosphoribosyl-N-formylglycinamide (FGAR), proline (Pro), and trehalose (Tre). Note that the metabolomics method used to generate this data does not distinguish between 2PG and 3PG.

While the metabolite changes observed in our initial metabolomics dataset were largely expected, we were surprised to find that pyruvate levels were unchanged in *Pyk* mutants (Supplementary Table 2). To verify that pyruvate levels remained constant even in the absence of Pyk, we analyzed a second series of *Pyk* mutants using a different methodology in an independent metabolomics core facility. In this case, a trans-heterozygous combination of 2 *Pyk* deletion alleles, *Pyk^60/61^*, were compared with a genetically-matched control strain that was homozygous for a precise excision allele (Supplementary Table 3; see Methods for a description of the alleles used). Although these deletions also removed portions of *CG7069* (Fig. 2a), which encodes another member of the Pyk family, this gene is not expressed during most of larval development (see FlyBase, Chintapalli et al. 2007; Robinson et al. 2013; Brown et al. 2014; Gramates et al. 2022), and thus our analysis likely reflects phenotypes caused by the loss of the *Pyk* locus. Similar to the metabolomic profile of *Pyk^23/31^* mutants, the metabolome of *Pyk^60/61^* mutant L2 larvae differed significantly from the control strain (Supplementary Fig. 4), exhibiting increased levels of glycolytic metabolites immediately upstream of the Pyk-catalyzed reaction [2-phosphoglycerate, 3-phosphoglycerate, and phosphoenolpyruvate (Fig. 5, a and b; Supplementary Table 3)]. We also observed decreased levels of the downstream metabolites lactate and 2HG, as well as several amino acids, in *Pyk^60/61^* mutant larvae compared with the precise excision control (Fig. 5, a and b; Supplementary Table 3). Notably, *Pyk* mutant larval samples also displayed normal pyruvate levels (Fig. 5a), suggesting that the larval pyruvate pool is maintained by compensatory changes in other metabolic pathways.

**Fig. 5.**
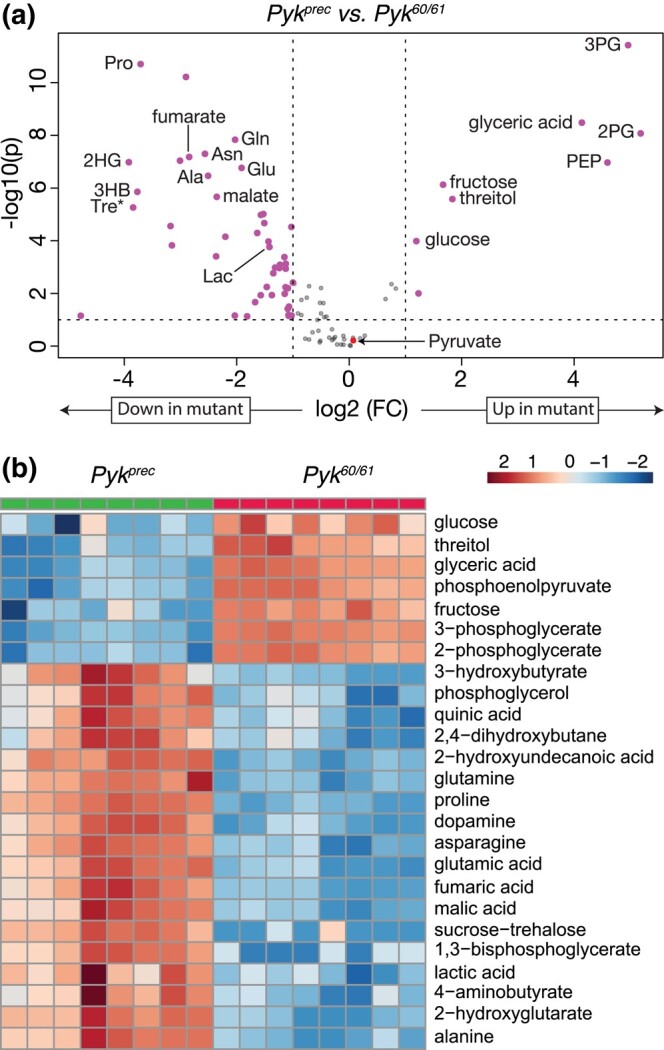
Targeted metabolomic analysis of *Pyk* mutant larvae. *Pyk^60/61^* mutant larvae and precise excision controls (*Pyk^Prec^*) were analyzed using a targeted GC-MS approach. a) Differences in metabolite abundance between control and mutant samples are represented as a volcano plot. Dashed vertical line represents an absolute log2 fold change (FC) of ≥|1.5|. Dashed horizontal line represents *P* < 0.01. Note that pyruvate is not significantly changed in mutants compared to controls. b) A heatmap illustrating the top 25 most significantly altered compounds in *Pyk^60/61^* mutants as compared with *Pyk^Prec^* controls. Both figures were generated using Metaboanalyst 5.0, as described in the *Methods*. Abbreviated compounds are 3-phosphoglycerate (3PG), 2-phosphoglycerate (2PG), phosphoenolpyruvate (PEP), 2-hydroxyglutarate (2HG), 3-hydroxybutyrate (2HB), alanine (Ala), asparagine (Asn), glutamic acid (Glu), glutamine (Gln), 5′-phosphoribosyl-N-formylglycinamide (FGAR), proline (Pro), and trehalose (Tre).

As an extension of our metabolomic studies, we compared our datasets to identify those metabolites that were similarly altered in both *Pyk* mutant backgrounds. While we would note that this comparative analysis is somewhat limited in that we used 2 different targeted metabolomics protocols that were optimized to detect different subsets of metabolites, molecules that appear in both analyses highlight metabolic pathways that are significantly altered by loss of Pyk activity in different genetic strains. Despite the many metabolic changes observed in each individual dataset, only a handful of metabolites were common among the 2 experiments as follows: 2/3-phosphoglycerate, phosphoenolpyruvate, lactate, 2-hydroxyglutarate, and proline (Fig. 6a–c). While the changes in 2/3-phosphoglycerate, phosphoenolpyruvate, and lactate were to be expected, the decrease in 2HG and proline present an interesting model for how metabolic flux could be rewired in the absence of Pyk activity (see *Discussion*).

**Fig. 6.**
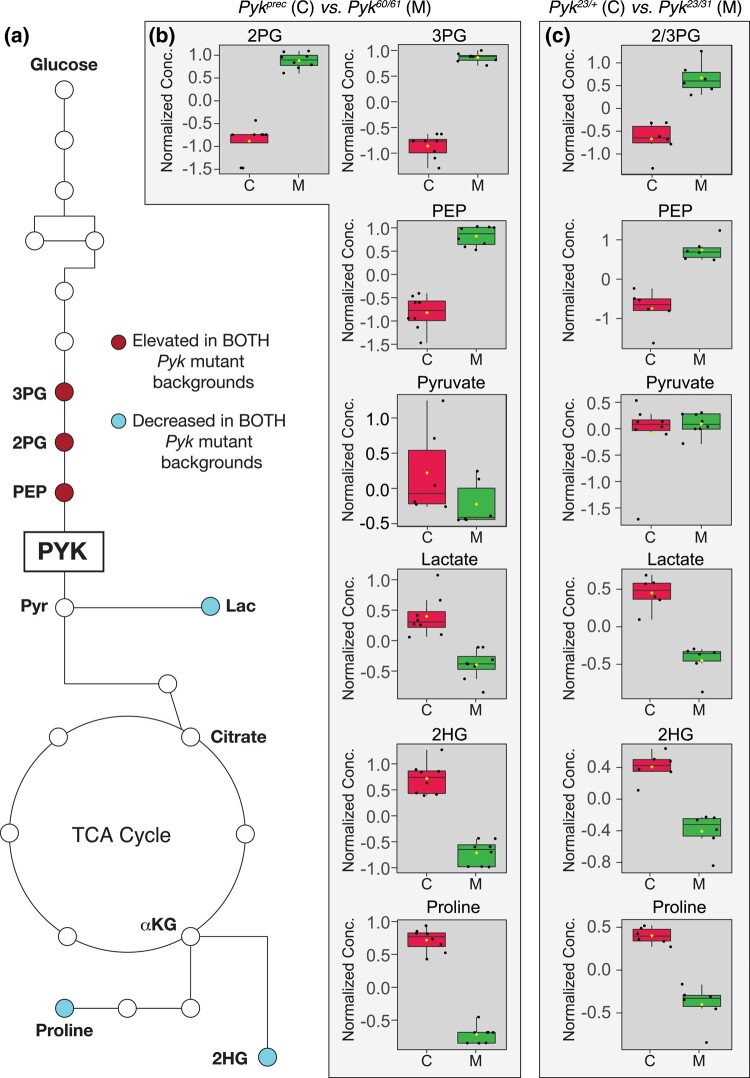
A limited set of metabolites are significantly altered in both *Pyk* mutant backgrounds. a) An illustration of glycolysis and the TCA cycle highlighting metabolites that are significantly altered in both *Pyk* mutant backgrounds. b,c) Boxplots illustrating the change in abundance of metabolites that are significantly altered in both b) *Pyk^60/61^* and c) *Pyk^23/31^* mutant backgrounds. All boxplots were generated using Metaboanalyst 5.0, as described in the *Methods*. Dots represent individual samples, the horizontal bar in the middle represents the median, and diamonds represents the mean concentration. For all boxplots except those for pyruvate, the metabolite fold change was ≥2 fold, *P* ≤ 0.01, and the adjusted *P* ≤ 0.05. Abbreviated compounds are 3-phosphoglycerate (3PG), 2-phosphoglycerate (2PG), phosphoenolpyruvate (PEP), and 2-hydroxyglutarate (2HG). Note that the metabolomics method used to analyze *Pyk^23/31^* mutants and *Pyk^23/+^* controls does not distinguish between 2PG and 3PG.

### Gene expression analysis of *Pyk* mutants

Our metabolomic studies suggest that loss of Pyk activity induces compensatory changes in other metabolic pathways that allow the larvae to survive early development. To better understand if this metabolic rewiring is recapitulated at the level of gene expression, we used RNA-seq to compare the expression profiles of *Pyk^23/31^* mutant larvae with *Pyk^23/+^* heterozygous controls (Supplementary Table 4). 

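Whole second-instar (L2) larvae of 2 genotypes were compared. *Pyk23/+* controls carry 1 mutated and 1 wild-type copy of *Pyk*, and *Pyk23/31* mutants carry 2 different frameshift deletions of it, with 3 samples per genotype. The libraries were poly(A)-selected and keep the strand of the RNA (TruSeq Stranded mRNA), and were sequenced in paired ends of 75 cycles on a NextSeq 550. The paper gives a depth of 15 to 20 M reads per sample. The deposited count files account for 13743691, 13971054 and 13124567 read pairs in control replicates 1, 2 and 3, and 18449756, 14245669 and 15889092 in mutant replicates 1, 2 and 3. Of these, 11249487 to 11784491 pairs in the controls (median 11616474) and 12499172 to 16029304 in the mutants (median 13781671) were assigned to a gene on the strand that fits this kit, and all values here rest on those. The authors' counts name STAR and BDGP6 in the submitters' processing notes, while the paper's methods name Kallisto v0.46.0, tximport and DESeq2 v1.30.1. Between 12015 and 12690 genes were detected per library, and the 10 most counted genes took 14.31% to 16.47% of the counts.
For the comparison, genes with fewer than 12 counts over the 6 libraries were left out, as in the paper's methods, which left 11422 genes. Libraries were scaled by TMM and the genotypes compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and a change of at least 2-fold, the paper's thresholds. Levels are given as CPM (counts scaled to library size) with the SD over 3 samples, and log2 fold changes (mutant over control) with their standard errors (SE). A floor of 3 counts corresponds to 0.185 to 0.272 CPM. Only read pairs that map to 1 place were counted, so near-identical genes such as the clustered trypsins can lose or exchange reads. Coordinates are those of the BDGP6.54 annotation. The paper calls the samples biological replicates, and states separate mating bottles only for its metabolomics samples, so p-values measure the spread between these samples. An exact two-sided permutation test of 3 samples against 3 cannot go below 0.1.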

The replicates showed high within-genotype correlation (Supplementary Fig. 5b), with their first principal component corresponding to genotype and nearly 79% of variance (Supplementary Fig. 5a). 

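The mutants and the controls lay on opposite sides of the first principal component, which held 71.3% of the variance of the 5000 genes that varied most (log2 CPM). Control replicates 1 and 2 had scores of -62.3 and -59.1 and control replicate 3 a score of -10.9, while mutant replicates 1, 2 and 3 had scores of 52.9, 55.0 and 24.4. The second component held 13.3% of the variance and set mutant replicate 3 apart, with a score of 45.0. Across the same genes, which are not independent replicates, Spearman's rho was 0.981 between control replicates 1 and 2 and 0.981 between mutant replicates 1 and 2. Control replicate 3 correlated with its own genotype at 0.94 and 0.95, and with the mutants at 0.935, 0.926 and 0.938. Mutant replicate 3 correlated with its own genotype at 0.948 and 0.941, and with control replicates 1 and 2 at 0.893 and 0.895. Over the 857 called genes, control replicate 3 lay at a median of 0.163 of the way (log2 scale) from the mean of control replicates 1 and 2 (set to 0) to the mean of mutant replicates 1 and 2 (set to 1). It lay at 0.315 over the 1158 genes called without replicate 3 of both genotypes. *Pyk* itself lay at 0.035 and *Thor*, the gene of the translation inhibitor 4E-BP, at 0.096 on the same scale in control replicate 3. The highest rho between the genotypes, 0.938, was thus close to the lowest within a genotype, 0.94.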

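Among called genes whose genotypes do not overlap, the 12 that rose and the 12 that fell with the smallest p were taken. Of those that rose, the insulin receptor gene *InR* went from 37.5 ± 0.376 CPM in controls to 88.7 ± 5.90 CPM in mutants (SD, n = 3), a log2 fold change of 1.24 (SE 0.073). The mitophagy receptor gene *BNIP3* rose by 1.68 (SE 0.095) and the autophagy gene *TP53INP* by 1.85 (SE 0.099) on the same scale. The translation regulator gene *Paip2* rose by 1.46 (SE 0.085), the cytochrome P450 gene *Cyp9b2* by 1.99 (SE 0.079), the lipase-like gene *CG6296* by 1.48 (SE 0.071), and the trypsin genes *epsilonTry* and *betaTry* by 1.52 (SE 0.087) and 1.81 (SE 0.10). *Thor*, *Acsx1L* (1.87), *CG42249* (1.16) and the noncoding RNA *lncRNA:CR44138* (4.26, from 1.85 ± 0.271 CPM to 35.6 ± 6.53 CPM) complete the group. Among the 12 that fell, besides *Pyk*, were the acyl-CoA-binding protein gene *Acbp3* (-1.56 (SE 0.061), from 665 ± 15.4 CPM to 225 ± 9.66 CPM), the prolyl 4-hydroxylase gene *PH4alphaMP* (-2.35 (SE 0.14)), the glutathione S-transferase gene *GstE1* (-1.52 (SE 0.080)), the N-acetyltransferase-like gene *AANATL4* (-4.26 (SE 0.19)) and the lipase-like gene *CG17191* (-5.40 (SE 0.31)). The others were *CG32603* (-1.78), *ssp7* (-1.15), *CG43742* (-1.52), *Elp2* (-1.29), and *CtsK2* (-1.56) and the antisense RNA *asRNA:CR45822*, with 169 counts in the controls and 1 in the mutants, a ratio of 215 with an exact 95% counting interval of 38.0 to 8525. All 24 had an adjusted p of at most 1.6e-05 from edgeR's quasi-likelihood test.
Across 11422 genes, 600 rose and 257 fell by at least 2-fold, with median log2 fold changes of 1.52 and -1.49. Without the fold threshold, 2538 genes rose, 2970 fell and 5914 did not pass, while more rose than fell with library totals only (2939 and 2525) and with DESeq2 (2497 and 2379). Every mutant lay on the same side of every control for 852 of the 857 called genes, and for 60.9% of all tested genes, where chance gives 10%. Of the genes called lower, *CG3397*, *sordd2* and *lncRNA:CR43857* had no count in any mutant. Leaving out control replicate 2 took the genes called higher from 600 to 389, and leaving out replicate 3 of both genotypes gave 880 higher and 278 lower, of which 494 and 219 were among those called with all 6 libraries.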

Differential expression analysis revealed significant changes in gene expression between mutant and control samples, with 755 genes upregulated and 214 genes downregulated more than 2-fold in the *Pyk* mutant dataset vs heterozygote control (adjusted *P*-value ≤ 0.05; Supplementary Table 4, Fig. 7). 

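*Pyk* (FBgn0267385, 3R from 22367536 to 22372746, plus strand) had 465, 442 and 419 CPM in the 3 controls and 53.7, 44.0 and 57.7 CPM in the 3 mutants. Its mean was 442 ± 23.1 CPM in *Pyk23/+* larvae and 51.8 ± 7.06 CPM in *Pyk23/31* larvae (SD, n = 3 each), a log2 fold change of -3.09 (SE 0.10, adjusted p = 8.4e-07 from edgeR's quasi-likelihood test), or 8.53-fold less transcript. The counts behind these values were 5260, 5152 and 4617 in the controls and 872, 564 and 812 in the mutants. The transcript thus stayed detectable in every mutant library, and the lowest control lay above the highest mutant. With all libraries, 2 genes beside *Pyk* on 3R did not pass the same test. *Polr3F*, which encodes a subunit of RNA polymerase III and lies upstream on the other strand, had a log2 fold change of -0.32 (SE 0.17, adjusted p = 0.15), and *CG18596*, which lies downstream, one of -0.073 (SE 0.075, adjusted p = 0.44). Without control replicate 3, *Polr3F* passed with a log2 fold change of -0.48 (adjusted p = 0.029 from edgeR's quasi-likelihood test, over alternatives from 0.029 to 0.43), and without control replicate 1 it was at -0.19.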

Notably, the expression of the *Pyk* gene itself was downregulated 8.3-fold when compared with the control strain, likely indicating that the *Pyk* alleles used in this study destabilize Pyk mRNA transcripts, perhaps due to nonsense mediated decay (Supplementary Table 4, Fig. 7).

**Fig. 7.**
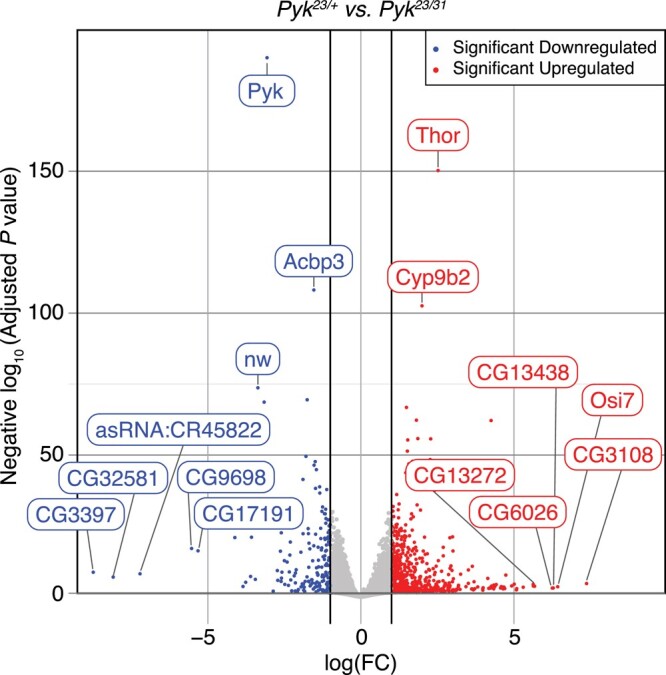
RNA-seq analysis of *Pyk^23/31^* mutants as compared with *Pyk^23/+^* controls. A volcano plot illustrating gene expression changes in *Pyk^23/31^* mutants as compared with *Pyk^23/+^* controls. Black vertical lines indicate absolute log fold change (LFC) ≥ 1. Black horizontal line represents adjusted *P*-value ≤ 0.05. The top 15 most significantly changed genes are labeled.

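The genes labelled in Fig. 7 were chosen by the study on these samples, so their directions are not independent evidence. An adjustment over such a list alone takes no account of that choice, so genes that pass only there do not count as changed. Of the 15, 8 fell, 2 rose and 5 did not pass edgeR's quasi-likelihood test (7 higher and 8 lower when adjusted over the list alone). Besides the most significant calls, *nw* fell from 61.3 ± 12.8 CPM to 5.79 ± 0.764 CPM (SD, n = 3 each; log2 fold change -3.40 (SE 0.18)), and *CG9698*, a gene of the prolyl 4-hydroxylase family, fell by 5.61 on the log2 scale (SE 0.38). *CG3397* had 116 counts over the controls and 0 over the mutants, at least 49.1-fold lower when 3 counts are allowed for the mutant group, and *sordd2* (labelled *CG32581*) had 82 and 0, at least 34.7-fold lower. The adjusted p of the 10 that passed was at most 0.0021.
The 5 other labelled genes were high in mutant replicates 1 and 2 and much lower in mutant replicate 3. *Osi7*, a member of the Osiris family of epithelial membrane proteins, had 0.708, 0.172 and 8.35 CPM in the controls and 447, 1185 and 6.97 CPM in the mutants (log2 fold change 7.48 (SE 2.55, adjusted p = 0.076)). Its level in mutant replicate 3 was thus near that of control replicate 3 and above those of control replicates 1 and 2. The others were *CG13438* (7.55 (SE 2.54, adjusted p = 0.074)), *CG3108* (8.16 (SE 2.71, adjusted p = 0.071)), *CG13272* (6.49 (SE 2.14, adjusted p = 0.069)) and *CG6026* (7.58 (SE 2.38, adjusted p = 0.062)). Without mutant replicate 3, all 15 genes passed the same test, with an adjusted p of 0.039 for *Osi7*, against 0.076 with all libraries. All 15 also passed with DESeq2, and 14 without replicate 3 of both genotypes.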

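The gene *CG7069* (FBgn0038952, 3R from 22372835 to 22375579, plus strand), which lies beside *Pyk*, had 11, 10 and 9 counts in the 3 controls and 3, 7 and 9 counts in the 3 mutants, or 0.883 ± 0.0808 CPM and 0.457 ± 0.240 CPM (SD, n = 3 each). *CG11249* (FBgn0037115, 3L from 21672139 to 21674518, plus strand) had 5, 5 and 9 counts in the controls and 17, 9 and 16 in the mutants, or 0.563 ± 0.220 CPM and 0.962 ± 0.230 CPM. The log2 fold changes were -0.97 (SE 0.46, adjusted p = 0.11) and 0.78 (SE 0.40, adjusted p = 0.13), in opposite directions, and neither passed edgeR's quasi-likelihood test. Both lie under 1 CPM, with at most 17 counts in a library, and a difference was not detectable at this depth for either gene. Under 14 alternative settings the adjusted p ranged from 0.072 to 0.297 for *CG7069* and from 0.065 to 0.344 for *CG11249*. Without mutant replicate 1, which has the fewest counts of *CG7069*, its log2 fold change was -0.56.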

The RNA-seq data also revealed no significant difference in the expression of the *Pyk* homologs *CG7069* and *CG11249* in mutant samples when compared with controls (Supplementary Table 5), a result consistent with the fact that both genes are primarily expressed in the adult male testis (see FlyBase, Chintapalli et al. 2007; Robinson et al. 2013; Brown et al. 2014; Gramates et al. 2022). Meanwhile, transcripts from the 3 other *Pyk* homologs, *CG2964*, *CG7362*, and *CG12229*, were absent from the processed dataset (Supplementary Table 4). However, reanalysis of the prefiltered RNA-seq data revealed that *CG2964*, *CG7362*, and *CG12229* are expressed at such low levels that the corresponding transcript reads were filtered out of the final dataset; both control and mutant samples contained nearly undetectable levels of their transcripts (Supplementary Table 5). 

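*CG2964* (FBgn0031462, 2L from 2812437 to 2814429, plus strand) had 1, 0 and 0 counts in the controls and 1, 0 and 2 in the mutants. *CG7362* (FBgn0038258, 3R from 14751748 to 14754460, minus strand) had 0, 0 and 1 counts in the controls and 0, 1 and 0 in the mutants. *CG12229* had 0, 2 and 0 counts in the controls and 0, 1 and 0 in the mutants. Each gene stayed at or below 4 counts over all 6 libraries, under the minimum of 12 needed for the test, and no library held more than the floor of 3 counts. No fold is given for these 3 genes, since both groups lie at or near that floor.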

Note that the lack of *CG2964*, *CG7362*, and *CG12229* expression is consistent with previous observations that these 3 genes are expressed at low or very low levels in larvae and are instead primarily expressed in the adult testis (see FlyBase, Chintapalli et al. 2007; Robinson et al. 2013; Brown et al. 2014; Gramates et al. 2022). Together, these findings suggest that loss of Pyk, itself, does not induce compensatory changes in the expression of the other Pyk-like enzymes.

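Summed over *CG7069*, *CG11249*, *CG2964*, *CG7362* and *CG12229*, transcripts of the 5 homologs came to 1.56 ± 0.143 CPM in controls and 1.54 ± 0.334 CPM in mutants (SD, n = 3 each). In the controls this sum was 0.323% to 0.412% of the level of *Pyk*, the gene mutated here. In the mutants, where *Pyk* was lower, it was 2.41% to 3.33%. The difference between the sums was smaller than the SD of either group, so a shift in the summed homologs was not detectable against the replicate spread.

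**Figure D1:**
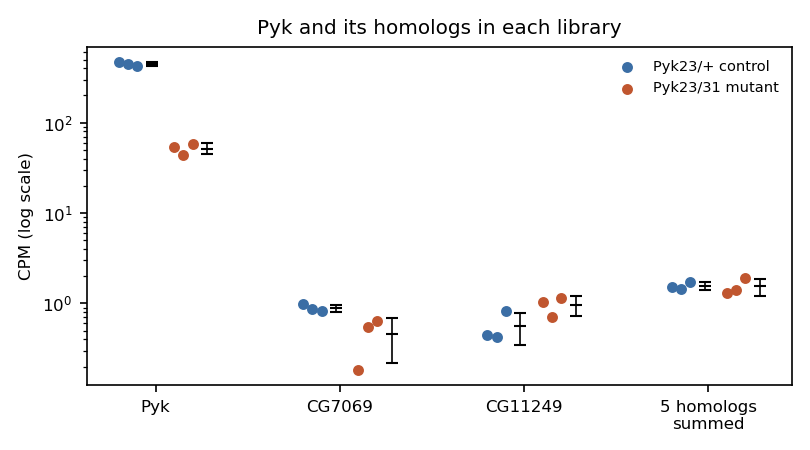
CPM (log axis) of *Pyk*, *CG7069*, *CG11249* and the sum of the 5 homologs in 3 control and 3 mutant libraries. Points are libraries and bars the mean ± SD. *Pyk* lies at 419 to 465 CPM in controls and 44.0 to 57.7 CPM in mutants, and the summed homologs at means of 1.56 and 1.54 CPM.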

The data also revealed a significant upregulation of the gene *Thor* (FBgn0261560), the fly homolog of 4E-BP (Bernal and Kimbrell 2000), which functions as a metabolic brake that dampens mRNA translation (Hay and Sonenberg 2004; Teleman et al. 2005). 

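*Thor* rose in every mutant, from 94.9 ± 11.1 CPM in controls to 539.8 ± 33.2 CPM in mutants (SD, n = 3 each), a log2 fold change of 2.51 (SE 0.094, adjusted p = 8.4e-07 from edgeR's quasi-likelihood test). It (FBgn0261560) lies on 2L from 3478434 to 3479612, plus strand. Of 17 genes known to respond to starvation or to the transcription factor FOXO, 11 were higher, 1 were lower and 5 did not pass the test, with 11 higher and 1 lower when adjusted over the list alone. Besides *Thor* and *InR*, the triglyceride lipase gene *bmm* rose by 1.46 (SE 0.13) and the maltase-like gene *tobi* by 0.62 (SE 0.070), while the insulin-like peptide gene *Ilp5* fell by 1.52 (SE 0.23). The list median was a log2 fold change of 0.61 (adjusted p = 0.0011 by camera and adjusted p = 0.48 with an estimated correlation). Of 13 genes known to depend on ATF4 (*crc*), a transcription factor of the amino acid and stress response, 4 were higher, 4 were lower and 5 did not pass the test, with 4 higher and 4 lower when adjusted over the list alone. The higher ones were *Thor*, the kinase-like gene *trbl* (1.14), *CG5966* (2.73) and *crc* itself (0.25). The lower ones were the one-carbon genes *Nmdmc* (-0.81) and *Shmt* (-0.75), the asparagine synthetase gene *AsnS* (-0.63) and the lactate dehydrogenase gene *Ldh* (-0.37). The median was 0.017 and the list did not pass camera (adjusted p = 0.89) but passed fry as higher (adjusted p = 0.0028). *Ilp5*, *crc* and *AsnS* were named after their values were seen.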

The significant upregulation of *Thor* transcript levels hints at 1 possible mechanism by which *Pyk* mutants both rewire larval metabolism and slow growth in response to a major metabolic insult.

To further analyze the *Pyk* mutant RNA-seq data, we used Gene Ontology (GO) to better define the biological processes most affected by loss of Pyk activity. Our analysis revealed that *Pyk* mutant samples exhibited a significant enrichment in GO categories associated with the digestion and metabolism of chitin and glucosamines, lipids, and proteins (Table 1, False Discovery Rate of *q* < 0.1; Supplementary Table 6). 

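Genes of chitin metabolism were among those that rose. Of 24 genes of chitin synthesis and remodelling, 16 were higher, 2 were lower and 6 did not pass the test, with 18 higher and 4 lower when adjusted over the list alone. The chitin synthase gene *kkv* rose by 0.86 (SE 0.072) on the log2 scale, the glucosamine pathway gene *Gfat1* by 0.61 (SE 0.071) and the chitinase gene *Cht6* by 0.67 (SE 0.12), while the chitinase gene *Cht10* fell by 0.66 and *Gfat2* by 0.26 (SE 0.12 and 0.085). The list median was 0.56 (adjusted p = 0.0011 by camera and adjusted p = 0.59 with an estimated correlation). Of 103 structural cuticle proteins, 20 were higher, 17 were lower and 66 did not pass the test, with 18 higher and 17 lower when adjusted over the list alone, with a median of 1.11 (adjusted p = 0.0017 by camera and adjusted p = 0.68 with an estimated correlation). The cuticle genes with the smallest p went the other way, with *Cpr49Ad* (-1.31), *Lcp4* (-1.37), *Cpr11B* (-0.95), and *Twdlalpha* (-0.79). The number of cuticle genes that were higher, 20 here, was 62 without control replicate 3 or replicate 3 of both genotypes, 57 under limma-voom, 44 under DESeq2, 11 without mutant replicate 2, 10 without control replicate 2, 9 without control replicate 1, and 8 without mutant replicate 3.
Of 18 Osiris genes, 3 were higher and 15 did not pass, and none passed when adjusted over the list alone. The number of Osiris genes that were higher was 13 without replicate 3 of both genotypes, 12 under DESeq2, 9 without mutant replicate 3, 5 without control replicate 3, 1 without control replicate 1 or 2 or mutant replicate 2, and 0 without mutant replicate 1 or under filterByExpr. Here 3 Osiris genes had no count in any control, and with these at the bound that 3 counts allow, the median log2 fold change was 3.75, against 4.37 as fitted (adjusted p = 0.014 by camera and adjusted p = 0.68 with an estimated correlation). *Osi13* had 0 counts in the controls and 12 in the mutants, at least 3.15-fold higher, *Osi10a* had a log2 fold change of 2.53 (SE 0.81, adjusted p = 0.037) and *Osi12* one of 2.17 (SE 0.77, adjusted p = 0.044). Of 12 ecdysone-response genes, 5 were higher, 0 were lower and 7 did not pass the test, with 5 higher and 0 lower when adjusted over the list alone. The nuclear receptor genes *Eip78C*, *EcR*, *Eip75B* and *ftz-f1* rose by 1.83, 0.89, 0.83 and 2.48 and the juvenile hormone target *Kr-h1* by 0.72, with a list median of 0.77 (adjusted p = 0.0050 by camera and adjusted p = 0.59 with an estimated correlation). The number higher was 9 without control replicate 3 or under DESeq2 and 3 without control replicate 1 or 2 or mutant replicate 3. In control replicate 3 the median member of these lists lay above the control mean, by 1.79 for Osiris, 0.56 for cuticle, 0.27 for ecdysone-response and 0.11 for chitin genes (log2). In mutant replicate 3 the Osiris median was 1.18 above the control mean, against 4.08 and 4.64 in mutant replicates 1 and 2. The Osiris list did not pass with the filterByExpr filter (adjusted p = 0.11 by camera, over alternatives from 4.0e-05 to 0.11). Calls were lost for *Osi10a* without control replicate 1 or 2 or mutant replicate 1 or 2 and under limma-voom or no low-count filter (adjusted p up to 0.14), for *Osi12* without control replicate 1 or 2 or mutant replicate 1 or 2 and under limma-voom (adjusted p up to 0.15), for *ftz-f1* without control replicate 1 or 2 or mutant replicate 1, 2, or 3 (adjusted p up to 0.086), for *Eip75B* without control replicate 1 or 2 or mutant replicate 2 (adjusted p up to 0.070), for *Kr-h1* without mutant replicate 3 or replicate 3 of both genotypes (adjusted p up to 0.10), and for *Gfat2* without control replicate 1 or 2 or mutant replicate 2 and under library totals only or unstranded counts (adjusted p up to 0.092). On the log2 scale *Osi10a* was at 4.00 without replicate 3 of both genotypes, *Osi12* was at 3.31 without control replicate 3 and 3.67 without replicate 3 of both genotypes, and *Kr-h1* was at 0.40 without replicate 3 of both genotypes.

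**Figure D2:**
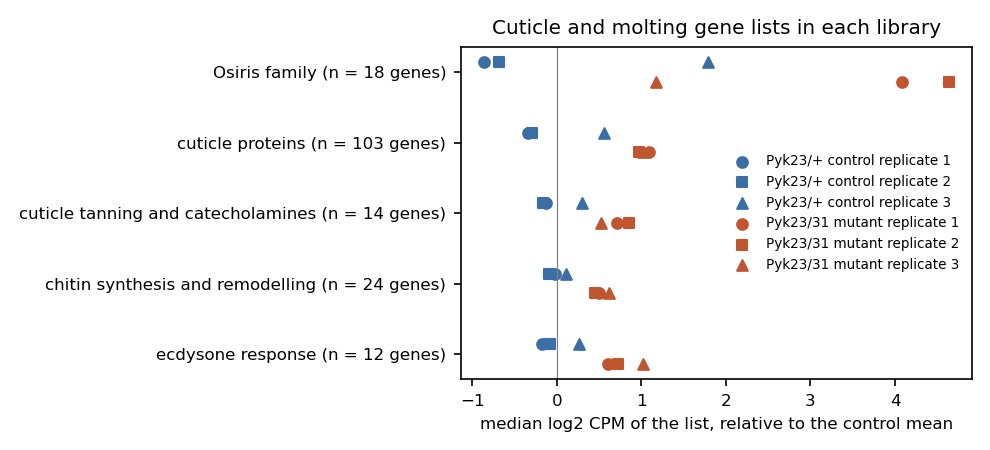
Median log2 CPM of the genes of 5 lists (Osiris, cuticle proteins, tanning, chitin, ecdysone response) in each library, relative to the control mean of each gene. Points are the 3 control and 3 mutant libraries. Osiris genes lie at 4.08, 4.64 and 1.18 in the mutants and at -0.86, -0.68 and 1.79 in the controls.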

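Of 11 midgut structure and identity genes, which mark the midgut apart from its enzymes, 7 were higher, 0 were lower and 4 did not pass the test, with 7 higher and 0 lower when adjusted over the list alone. The median was 0.45 (adjusted p = 0.0011 by camera and adjusted p = 0.59 with an estimated correlation). In whole larvae, a larger share of midgut and higher expression within it cannot be told apart, for these genes or for gut enzymes. The septate junction gene *mesh* rose by 0.88 (SE 0.067), the brush border myosin genes *Myo31DF* and *Myo61F* by 0.81 (SE 0.081) and 0.69 (SE 0.073), and the gut transcription factor gene *GATAe* by 0.62 (SE 0.093) on the log2 scale. *Myo61F*, the most counted of them, went from 173 ± 3.34 CPM in controls to 280.4 ± 24.3 CPM in mutants (SD, n = 3 each), and the single genes passed edgeR's quasi-likelihood test. Of 20 amylases, maltases and mannosidases of the gut, 7 were higher, 2 were lower and 11 did not pass the test, with 7 higher and 2 lower when adjusted over the list alone. The maltase genes *Mal-A8*, *Mal-B2* and *Mal-A7* rose by 0.72, 1.16 and 1.04, and the lysosomal mannosidase genes *LManIII* and *LManVI*, named after their values were seen, fell by 1.73 and 0.98. That list had a median of 0.15 and did not pass with all libraries (adjusted p = 0.11 by camera), but passed without mutant replicate 3 (adjusted p = 0.029, over alternatives from 0.029 to 0.31). The call of *LManVI* was lost without control replicate 1 or 2 or mutant replicate 2 (adjusted p up to 0.083).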

Notably, analysis of the RNA-seq dataset using the “Preferred tissue” tool in PANGEA indicated that the digestive system displays the largest number of significantly upregulated genes in *Pyk* mutants (Supplementary Table 7) (Hu et al. 2023), with many of the those genes being involved in amino sugar, lipid, and protein metabolism. Consistent with this finding, most of the significantly upregulated genes that fit within the GO categories “lipid metabolic process” and “proteolysis” encode intestinal lipases and digestive proteases (Table 1 and Supplementary Table 6, Supplementary Fig. 6). 

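Of 12 triglyceride lipase genes named in Supplementary Fig. 6, 11 rose and 1 did not pass (12 higher when adjusted over the list alone), with a median log2 fold change of 2.50, *CG1986* at 3.18 (SE 0.39) and *CG5966* at 2.73 (SE 0.29). All 5 phospholipase genes rose, *GIIIspla2* by 1.04 (SE 0.081), *CG7365* by 1.04 (SE 0.17), *CG11029* by 1.38 (SE 0.31), *CG42237* by 1.96 (SE 0.52) and *CG14507* by 2.13 (SE 0.67). Of 26 serine endopeptidase genes, 23 rose and 3 did not pass (26 higher when adjusted over the list alone; median 2.13), among them *CG18180* (1.16) and *CG7142* (1.39). Of 14 metallopeptidase genes, 10 rose and 4 did not pass (12 when adjusted over the list alone; median 1.83), among them *CG8773* (1.04), *CG6696* (1.89), *CG8563* (1.18) and the matrix metalloproteinase gene *Mmp1* (1.07). Of 6 fatty acid metabolism genes, 4 rose (*Acsx1L*, *pdgy* (1.02), *CG17999* (1.47), and *CG5326* (1.62)) and 2 did not pass (5 when adjusted over the list alone). The study chose these genes because they were higher in these samples, so the counts are not independent evidence of direction. An adjustment over each list alone takes no account of that choice. The number of phospholipase genes that rose was 3 without control replicate 2 or mutant replicate 1 or 2 and 2 without control replicate 1. That of metallopeptidase genes was 6 without mutant replicate 1 and 4 without control replicate 2.
Lists of gene families were tested as sets. Of 27 trypsins and Jonah proteases of the midgut, 15 were higher, 1 were lower and 11 did not pass the test, with 15 higher and 1 lower when adjusted over the list alone. *alphaTry* rose by 1.27 (SE 0.11) and *Jon65Ai* by 0.65 (SE 0.081), and the lower gene was *Jon66Cii* (-0.51). The median was 0.26 (adjusted p = 0.0032 by camera and adjusted p = 0.68 with an estimated correlation). Midgut structure and identity genes had a median of 0.45. A larger share of midgut in the mutant larvae therefore cannot be told apart from higher expression of these proteases within it. Reads of *alphaTry*, *betaTry* and the other clustered trypsins may be shared, so their separate values are uncertain. Of 17 triglyceride lipases of the midgut and fat body, 6 were higher, 2 were lower and 9 did not pass the test, with 6 higher and 2 lower when adjusted over the list alone. *CG2772* rose by 0.84 (SE 0.082), and the lower ones were *CG17191* and *CG6295* (-1.22). The median was 0.74, and the list did not pass camera with all libraries (adjusted p = 0.15, on voom values with a median of 0.33) but passed without mutant replicate 3 (adjusted p = 0.041, over alternatives from 0.041 to 0.33). With all libraries it passed fry as higher (adjusted p = 0.035). Single genes were tested by edgeR's quasi-likelihood test, and calls were lost for *CG11029* without control replicate 1 (adjusted p up to 0.052), for *CG14507* without control replicate 1 or 2 or mutant replicate 1, 2, or 3 and under no low-count filter (adjusted p up to 0.11), for *CG42237* without control replicate 1 or 2 or mutant replicate 1 or 2 (adjusted p up to 0.11), for *CG5326* without control replicate 1 or 2 or mutant replicate 1 or 3 (adjusted p up to 0.092), for *Jon66Cii* without control replicate 2 or 3, mutant replicate 2 or 3, or replicate 3 of both genotypes and under limma-voom (adjusted p up to 0.12), and for *CG6295* without mutant replicate 3 (adjusted p up to 0.057). On the log2 scale *CG14507* was at 3.63 without control replicate 3 and 3.53 without replicate 3 of both genotypes and *Jon66Cii* was at -0.30 without replicate 3 of both genotypes. The lower lipases numbered 4 without replicate 3 of both genotypes and 1 without mutant replicate 3. *Jon66Cii*, *CG6295* and *CG14507* were named after their values were seen.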

Overall, our results suggest that the metabolism of *Pyk* mutants attempts to compensate for its loss by increasing expression of genes involved in the breakdown of macromolecules within the digestive tract, perhaps as a means of increasing the uptake of dietary nutrients.

**Table 1.** GO analysis of genes that are significantly upregulated in Pyk23/31 mutants as compared to controls.

GO term	Description	*P*-value	FDR *q*-value	Enrichment (*B*,*b*)
GO:0042335	Cuticle development	1.94^−12^	1.46^−08^	3.62 (168, 38)
GO:0040003	Chitin-based cuticle development	4.06^−11^	1.53^−07^	3.5 (160, 35)
GO:0006030	Chitin metabolic process	2.80^−07^	7.03^−04^	3.41 (103, 22)
GO:0006022	Aminoglycan metabolic process	5.61^−07^	0.0011	3.09 (124, 24)
GO:1901071	Glucosamine-containing compound metabolic process	1.09^−06^	0.0016	3.17 (111, 22)
GO:0006629	Lipid metabolic process	1.51^−06^	0.0019	1.99 (410,51)
GO:0006040	Amino sugar metabolic process	1.75^−06^	0.0019	3.08 (114, 22)
GO:0035337	Fatty-acyl-CoA metabolic process	3.25^−05^	0.031	5.14 (28, 9)
GO:0021556	Central nervous system formation	9.65^−05^	0.080	8.88 (9, 5)
GO:0035336	Long-chain fatty-acyl-CoA metabolic process	1.14^−04^	0.086	6.85 (14, 6)
GO:0006508	Proteolysis	1.20^−04^	0.082	1.59 (622, 64)
GO:1901568	Fatty acid derivative metabolic process	1.37^−04^	0.086	4.36 (33, 9)
GO:0008202	Steroid metabolic process	1.63^−04^	0.094	3.9 (41, 10)
GO:0016042	Lipid catabolic process	1.78^−04^	0.096	2.66 (102, 17)

Analysis was conducted using Gene Ontology enRIchment anaLysis and visuaLizAtion tool (GOrilla). The enrichment value is defined as (*b*/*n*)/(*B*/*N*), where *N* is total number of genes, *B* is the total number of genes associated with a specific GO term, *n* is the number of genes significantly upregulated in Pyk mutant larvae, and *b* is the overlap between genes in the GO category and the upregulated genes in Pyk mutant larvae. For this analysis, *N* = 9,158 and *n* = 573. See Supplementary Table 5 for the genes associated with the enrichment term *b*.

Finally, we used OmicsNet 2.0 to analyze both the RNA-seq and metabolomics data for metabolic subnetworks that are disrupted in *Pyk^23/31^* mutants (Zhou et al. 2022). Our analysis identified 3 subnetworks containing both transcripts and metabolites that were significantly altered in *Pyk^23/31^* mutants when compared to in *Pyk^23/+^* controls (Fig. 8). In this regard, the first gene-metabolite subnetwork identified by our analysis consisted of the last 3 enzymatic steps in glycolysis, the nucleotide CTP, and the enzyme CMP-sialic acid synthase (Fig. 8, subnetwork 1). 

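Apart from *Pyk*, the glycolytic genes of this subnetwork did not pass the test. *Eno*, the enolase gene, had 1510 ± 41.8 CPM in controls and 1527 ± 128 CPM in mutants (SD, n = 3 each), a log2 fold change of 0.016 (SE 0.069, adjusted p = 0.86). *Pglym78*, the phosphoglycerate mutase gene, had one of -0.19 (SE 0.073, adjusted p = 0.051), and it passed the threshold without mutant replicate 1 (adjusted p = 0.029), with a range over alternatives of 0.029 to 0.15 from edgeR's quasi-likelihood test. *Csas*, which encodes CMP-sialic acid synthase, fell from 2.15 ± 0.352 CPM to 0.902 ± 0.371 CPM (log2 fold change -1.27 (SE 0.32, adjusted p = 0.0090)). These genes were chosen by the study on these samples, and an adjustment over their list alone takes no account of that choice. Over all 12 genes drawn in Fig. 8, 4 rose, 4 fell and 4 did not pass (4 and 5 when adjusted over the list alone). Of 12 glycolytic genes other than *Pyk*, 0 were higher, 3 were lower and 9 did not pass the test, with 0 higher and 2 lower when adjusted over the list alone. The lower ones were the lactate dehydrogenase gene *Ldh*, *Gapdh2* (-0.28) and the triose phosphate isomerase gene *Tpi* (-0.20), and the list did not pass (median -0.079, adjusted p = 0.35 by camera). Of 11 genes of pyruvate supply and use, 2 were higher, 4 were lower and 5 did not pass the test, with 2 higher and 4 lower when adjusted over the list alone. The pyruvate dehydrogenase kinase gene *Pdk* rose by 1.00 (SE 0.076) and *muc* by 0.21 (SE 0.071), while the pyruvate carboxylase gene *PCB* fell by 0.38, *fbp* by 0.32, *Pdp* by 0.32 and *Pdhb* by 0.20. Their median was 0.0022 and their mean 0.012, while the set test pointed lower and did not pass (adjusted p = 0.86 by camera, on voom values with a median of -0.0049). Calls were lost for *Csas* without replicate 3 of both genotypes (adjusted p up to 0.059), for *Tpi* without control replicate 2, mutant replicate 2 or 3, or replicate 3 of both genotypes and under RLE size factors or library totals only (adjusted p up to 0.13), for *muc* without control replicate 2 or 3, mutant replicate 1 or 3, or replicate 3 of both genotypes (adjusted p up to 0.16), and for *Pdhb* without control replicate 1, 2, or 3, mutant replicate 2 or 3, or replicate 3 of both genotypes and under DESeq2, RLE size factors, or library totals only (adjusted p up to 0.12). The log2 fold change of *muc* was at 0.13 without control replicate 3 or replicate 3 of both genotypes. The genes of Fig. 8 that rose numbered 2 without control replicate 1 or 2 or mutant replicate 1 or 2. The lower glycolytic genes numbered 5 without mutant replicate 1. *muc* and *Pdhb* were named after their values were seen.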

The relevance of this subnetwork makes sense in that *Pyk* mutants exhibit decreased Pyk transcript levels while also accumulating upstream metabolites. 

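The tyrosine hydroxylase gene *ple*, the first step from tyrosine to dopamine, rose from 109 ± 60.6 CPM in controls to 429.7 ± 135 CPM in mutants (SD, n = 3 each), a log2 fold change of 1.99 (SE 0.52, adjusted p = 0.037). *Ddc*, the dopa decarboxylase gene, rose by 1.90 (SE 0.54, adjusted p = 0.048). *amd*, a related decarboxylase gene of the cuticle, had a log2 fold change of 2.86 (SE 1.01, adjusted p = 0.083) and *Kyat*, the kynurenine aminotransferase gene, one of 0.011 (SE 0.063, adjusted p = 0.90), and these 2 did not pass edgeR's quasi-likelihood test. Of 14 genes of cuticle tanning and catecholamines, 6 were higher, 0 were lower and 8 did not pass the test, with 2 higher and 0 lower when adjusted over the list alone. The laccase gene *stw* rose by 1.31 (SE 0.14), *yellow-f* by 0.68 (SE 0.16) and *yellow-f2* by 0.22 (SE 0.073), with a list median of 0.99 (adjusted p = 0.0036 by camera and adjusted p = 0.59 with an estimated correlation). In control replicate 3 the median of this list lay 0.30 above the control mean (log2), against 0.71, 0.86 and 0.53 in the mutants. The call of *ple* was lost without control replicate 1 or 2 or mutant replicate 1, 2, or 3 (adjusted p up to 0.11) and that of *Ddc* in 8 of 15 alternatives (adjusted p from 9.2e-04 to 0.14), while *amd* passed without mutant replicate 3 (adjusted p = 7.6e-04). The tanning genes that were higher, 6 here, numbered 10 without replicate 3 of both genotypes, 3 without mutant replicate 2, and 2 without control replicate 1 or 2 or mutant replicate 1.
The prolyl 4-hydroxylase genes, whose products hydroxylate proline residues of collagens and other proteins, moved both ways. *PH4alphaNE1* fell by 1.20 (SE 0.11, adjusted p = 3.7e-05), while *PH4alphaSG1* rose by 1.41 (SE 0.24, adjusted p = 9.8e-04) and *PH4alphaSG2* by 4.87 (SE 0.63, adjusted p = 4.6e-04), the last from 4 counts over the controls to 160 over the mutants. In unstranded counts *PH4alphaSG2* was at 1.22. Without control replicate 2, which holds the 4 control counts, it was at least 27.6-fold higher when 3 counts are allowed for the controls. Of 10 such genes, 2 were higher, 5 were lower and 3 did not pass the test, with 2 higher and 5 lower when adjusted over the list alone. The lower ones also include *PH4alphaMP*, *CG9698*, *CG31371* (-2.71) and *PH4alphaEFB* (-0.58), the last named after its value was seen. The median was -0.78 and the list did not pass camera (adjusted p = 0.17) but passed fry as lower (adjusted p = 0.0059). Of 10 collagen IV, laminin and other basement membrane genes, 0 were higher, 5 were lower and 5 did not pass the test, with 0 higher and 5 lower when adjusted over the list alone. These were *SPARC* (-0.36), *Plod* (-0.33), *LanA* (-0.30), *LanB2* (-0.24), and *vkg* (-0.22), with a list median of -0.19 (adjusted p = 0.047 by camera and adjusted p = 0.68 with an estimated correlation). That list did not pass in 9 of 14 alternatives (adjusted p from 0.0069 to 0.12 by camera).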

The other 2 subnetworks represent a series of reactions from phenylalanine metabolism (Fig. 8, subnetwork 2), as well as an involving proline and 3 enzymes that normally hydroxylate proline residues within polypeptide chains (Fig. 8, subnetwork 3). These observations suggest that loss of Pyk activity influences processes related to the metabolism of 2 key amino acids.

**Fig. 8.**
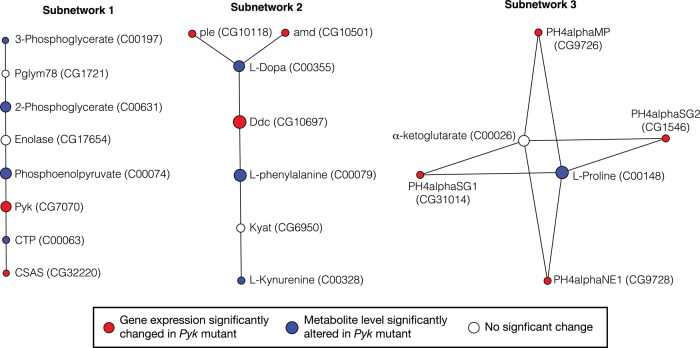
Pathway enrichment analysis of metabolites and genes significantly altered in *Pyk^23/31^* mutants compared with *Pyk^23/+^* controls. Those metabolites and genes that exhibited significant changes in *Pyk^23/31^* mutants compared with *Pyk^23/+^* controls were analyzed using OmicsNet 2.0 for pathway enrichment. Illustrated are the 3 metabolic subnetworks that contained significant changes in both gene expression and metabolite abundance. Values in parentheses correspond to either the gene name listed in Flybase or the KEGG ID for metabolites.

## Discussion

Here, we demonstrate that *Pyk* mutants exhibit a larval lethal phenotype with defects in larval growth and a severe block in glycolysis. While the phenotypic consequences of mutating *Pyk* are largely expected, our study contains several findings that are important for both the *Drosophila* and biomedical communities. First, we demonstrate that while the *Drosophila* genome encodes several pyruvate kinase paralogs, the gene *Pyk* encodes the canonical enzyme most analogous to Pyk in other organisms. Future studies should more closely examine these paralogous enzymes and determine why *D. melanogaster* evolution produced such a specialized set of pyruvate kinases.

A second key finding from our phylogenetic analysis is that *Drosophila* Pyk exhibits nearly equivalent sequence similarity to both the mammalian PKLR and PKM orthologs. This observation is important because PLKR and PKM are associated with distinct disease phenotypes. Mutations that disrupt *Pklr* result in the congenital disorder PKD, which is manifest in a diverse array of symptoms, ranging from anemia and neonatal hyperbilirubinemia to iron overload, cirrhosis, and endocrine dysfunction (Grace et al. 2018). In contrast, the role of PKM in human disease is mostly studied in regard to the enzymatic differences between the 2 isoenzymes PKM1 and PKM2. Since PKM2 is less efficient than PKM1, altering the ratio of PKM1:PKM2 in a cell can alter the rate of pyruvate production and fundamentally change cellular metabolism (Ye et al. 2012; Israelsen and Vander Heiden 2015). As a result, inappropriate elevation of PKM2 is associated with onset of the Warburg effect as well as hypertension and Alzheimer's disease (Caruso et al. 2017; Zhang, Wang et al. 2017; Hsu and Hung 2018; Traxler et al. 2022). Together, these human phenotypes highlight the specialized role of Pyk isoforms in mammals and demonstrate a need for studying PKM and PKLR in vivo. Our study suggests that careful consideration must be taken in using the endogenous *Drosophila* Pyk gene as a surrogate for studying the unique mammalian roles of PKLR, PKM1, or PKM2.

While future studies in the fly should be cautious when making comparisons with disease states that are unique to either of the human enzymes, the *Pyk* mutants described herein can serve as tools understand how *Drosophila* cells and tissues respond to a general changes in Pyk activity, similar to previous studies that manipulated *Drosophila* Pyk activity in imaginal disc development and neurons/glia (Tixier et al. 2013; Volkenhoff et al. 2015; Wu et al. 2018; Spannl et al. 2020). Moreover, 1 exciting possibility would be to use our newly described mutants as a genetic tool for expressing disease-causing Pyk variants. After all, pyruvate kinase deficiency is the most common enzymatic disorder detected in newborns, and a wide variety of disease-causing PKLR variants have been identified (Dolan et al. 2002; Grace et al. 2015; Fattizzo et al. 2022; Luke et al. 2023). Expression of the wild-type and mutated human enzyme variants in the fly would allow for a rapid genetic analysis of how PKLR mutations alter cellular metabolism while also providing an in vivo platform to test potential therapeutics.

We would also highlight that, based on the phylogenetic analysis conducted here, the *Pyk* gene in *D. melanogaster* is most homologous to the previously described *A. aegypti* protein PK1 (Petchampai et al. 2019). The high degree of homology between *Drosophila* and *A. aegypti* Pyk enzymes suggests that activity of the fly enzyme could be regulated in a manner similar to that of the mosquito. Notably, *A. aegypti* PK1 is allosterically activated by a unique set of amino acids (alanine, glutamine, proline, and serine) when compared with other animals (Petchampai et al. 2019). While similar studies have yet to be conducted in the fly, we would note that *Drosophila* Pyk activity is likely specialized for the unique ecological niches occupied by this animal. In this regard, *Drosophila* Pyk physically interacts with the oxygen-sensing enzyme Fatiga (Chen et al. 2011), a prolyl hydroxylase that regulates stability of the *Drosophila* transcription factor sima, a homolog of the HIF transcription factor (Gorr et al. 2006). Considering that *Drosophila* larvae require aerobic conditions for normal growth but occupy hypoxic niches, the putative interaction between Fatiga and Pyk warrants further investigation (Callier and Nijhout 2014).

Our studies of the *Pyk* mutant also reveal how a block in glycolysis alters systemic metabolism in unexpected ways. Previous studies in the fly have examined how disruption of glycolytic metabolism affects both the metabolome and transcriptome. For example, the *Drosophila* Estrogen-Related Receptor (dERR) is a central regulator of glycolytic metabolism throughout the fly lifecycle (Tennessen et al. 2011; Beebe et al. 2020). Our studies reveal that the developmental defects exhibited by *Pyk* mutants largely phenocopy those observed in *dERR* mutants although the *Pyk* and *dERR* mutant metabolomic and transcriptomic profiles differ significantly. Unlike *dERR* mutants, which display a buildup of sugars due to the downregulated expression of nearly every glycolytic enzyme (Tennessen et al. 2011; Beebe et al. 2020), *Pyk* mutants instead accumulate 3 glycolytic metabolites immediately upstream of the Pyk-catalyzed reaction. Thus, our studies of *Pyk* highlight how the *dERR* mutant metabolic profile represents a broad disruption of carbohydrate metabolism when compared with the loss of a single *dERR* target gene.

While most aspects of the *Pyk* mutant metabolomic profile were expected based on the known role of Pyk, several interesting observations emerged. First, levels of pyruvate were unchanged in *Pyk* mutants as compared with controls. Since the other metabolites in glycolysis are changed in a manner that is indicative of a loss of Pyk activity, and both lactate and TCA cycle intermediates exhibit a severe decrease, flux into and out of the larval pyruvate pool must be severely compromised. Future studies should explore this possibility using stable-isotope tracers and further examine how larval metabolism maintains pyruvate levels even under severe metabolic stress.

Our analysis also raises questions about how *Pyk* mutants, as well as *dERR* mutants, survive until the mid-L2 stage. Glycolysis is severely disrupted in both mutant backgrounds, yet these animals continue to develop for almost 3 days when raised under standard culture conditions. While this impressive resilience might be partially explained by maternal loading of Pyk and other enzymes, both metabolomics and transcriptomics analysis suggest that *Pyk* mutants switch fuel sources, possibly in an attempt to maintain developmental progress. Notably, *Pyk* mutants exhibit a significant decrease in the fermentation products lactate and 2HG, as well as a decrease in the amino acid proline. All 3 changes signal a major reorganization of larval metabolism, as lactate and L-2HG are present at high levels within normal larvae and represent pools of carbon that are not immediately used for energy production and growth (Li et al. 2017). Meanwhile, proline is commonly used for energy production in insects (Teulier et al. 2016).

Thus the depletion of lactate, 2HG, and proline pools suggests that *Pyk* mutant metabolism has become reliant on alternative energy sources, such as proline, and lacks adequate resources to ferment pyruvate and a-ketoglutarate into lactate and L-2HG, respectively. This hypothesis is also supported by RNA-seq analysis, which uncovered a significant upregulation of enzymes involved in the digestion and metabolism of complex lipids and proteins. 

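Of 7 trehalose and glycogen genes, 6 were higher, 0 were lower and 1 did not pass the test, with 6 higher and 0 lower when adjusted over the list alone. The trehalase gene *Treh* rose by 0.82 (SE 0.065), the glycogen phosphorylase gene *Glyp* by 0.60 (SE 0.058), *Pgm1* by 0.39 (SE 0.057) and *AGBE* by 0.38 (SE 0.085) on the log2 scale, with a median of 0.38 (adjusted p = 0.0092 by camera and adjusted p = 0.59 with an estimated correlation). Of 17 citric acid cycle genes, 2 were higher, 11 were lower and 4 did not pass the test, with 2 higher and 12 lower when adjusted over the list alone. The isocitrate dehydrogenase gene *Idh* fell by 0.78 (SE 0.080), *ScsbetaG* by 0.48 and the citrate synthase gene *kdn* by 0.25, and the higher ones were *ScsbetaA* (0.24) and *Ogdh* (0.20). Their median was -0.22 (adjusted p = 0.0093 by camera and adjusted p = 0.68 with an estimated correlation). The lower genes numbered 5 without control replicate 2 or under library totals only.
Of 13 beta-oxidation genes, 3 were higher, 2 were lower and 8 did not pass the test, with 3 higher and 2 lower when adjusted over the list alone. The carnitine palmitoyltransferase gene *whd* rose by 1.20 (SE 0.12), *Mcad* by 0.52 (SE 0.087) and *Arc42* by 0.46 (SE 0.10), while *Echs1* fell by 0.67 and *scu* by 0.53. Their median was 0.025 and the list did not pass (adjusted p = 0.98 by camera). The lower genes numbered 4 without mutant replicate 1. Of 12 fatty acid and triglyceride synthesis genes, 5 were higher, 2 were lower and 5 did not pass the test, with 5 higher and 2 lower when adjusted over the list alone. The lipin gene *Lpin* rose by 1.01 (SE 0.086), with *FASN2* at 0.66, *Desat1* at 0.44, *mdy* at 0.29 and *Lsd-2* at 0.26, and the perilipin gene *Lsd-1* fell by 0.85 and *ATPCL* by 0.54. Their median was 0.084 (adjusted p = 0.27 by camera). Of 10 proline and glutamate genes, 3 were higher, 3 were lower and 4 did not pass the test, with 3 higher and 3 lower when adjusted over the list alone. Of the proline synthesis genes, *P5CS* and *P5cr-2* rose by 0.72 (SE 0.064) and 0.85 (SE 0.081), while *P5cr*, which like *P5cr-2* encodes a pyrroline-5-carboxylate reductase, fell by 0.39. The glutamine synthetase gene *Gs1* rose by 0.71 (SE 0.073), the glutamate dehydrogenase gene *Gdh* fell by 0.59 and the proline dehydrogenase gene *slgA* by 0.33. The median of the list was -0.090, its mean 0.059, and the set test pointed lower and did not pass (adjusted p = 0.86 by camera). *P5cr-2* had a log2 fold change of -0.16 in unstranded counts (adjusted p = 0.88) and *Mcad* one of 1.73. On the log2 scale *Desat1* was at 0.29 without replicate 3 of both genotypes, *mdy* was at 0.19 without replicate 3 of both genotypes, and *Lsd-2* was at 0.17 without mutant replicate 3 and 0.13 without replicate 3 of both genotypes. Calls were lost for *Ogdh* without control replicate 1, 2, or 3 (adjusted p up to 0.061), for *Lsd-2* without control replicate 1, 2, or 3, mutant replicate 3, or replicate 3 of both genotypes (adjusted p up to 0.14), and for *ATPCL* without control replicate 2 or mutant replicate 1, 2, or 3 and under no low-count filter (adjusted p up to 0.14). *Ogdh*, *Arc42*, *mdy*, *Lsd-2*, *ATPCL*, *slgA* and *P5cr* were named after their values were seen.
From the homologs' transcripts the paper proposes that loss of Pyk does not change the expression of the other Pyk-like enzymes in compensation, and from the higher *Thor* it proposes a possible mechanism for the altered metabolism and slow growth. From the lower lactate, 2-hydroxyglutarate and proline of its metabolomics it proposes that the mutants rely on alternative energy sources, and it cites the higher transcripts of enzymes that digest lipids and proteins in the same argument.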

Overall, further studies of *Pyk* mutants are warranted to understand how these metabolic adaptations are induced and regulated.

Our results also notably revealed that *Pyk* mutants display developmental phenotypes that differ from a previous study of *Mpc1* mutants, which are unable to properly transport pyruvate into the mitochondria (Bricker et al. 2012). Considering that Pyk and Mpc1 both directly affect pyruvate metabolism, one might predict that mutations in these genes would produce similar phenotypes. Instead, *Mpc1* mutants are viable when raised on standard *Drosophila* media and only exhibit a lethal phenotype when placed on a sugar-only diet (Bricker et al. 2012). Moreover, the metabolomic profile of *Mpc1* and *Pyk* mutants display important differences. Specifically, the earlier *Mpc1* study revealed that serine levels are significantly increased in *Mpc1* mutants (Bricker et al. 2012)—an observation that would be consistent with an uncoupling of glycolysis and the TCA cycle causing a rerouting of glycolytic intermediates into the serine/glycine biosynthetic pathway. In contrast, we find that *Pyk* mutants exhibit no increase in serine production despite harboring very high levels of 3-phosphoglycerate, which serves as the precursor for serine biosynthesis (Ye et al. 2012). This difference is surprising because studies of PKM2 in cancer cells suggest that decreased Pyk activity induces shunting of glycolytic intermediates into serine production (Ye et al. 2012).

One explanation for the dramatic phenotypic differences between *Pyk* and *Mpc1* mutants stems from differences in lactate metabolism. Unlike *Pyk* mutants, *Mpc1* mutants accumulate excess lactate (Bricker et al. 2012). Thus, *Mpc1* mutants can generate 2 more ATPs from each glucose molecule when compared with *Pyk* mutants, allowing for regeneration of ATP independent of mitochondrial activity. Future studies should test this hypothesis by examining if *Mpc1;Ldh* double mutant exhibits metabolic and developmental phenotypes that more closely mimic those observed in *Pyk* mutants.

In conclusion, we have here described a metabolomic profile of *Drosophila* larvae lacking Pyk activity. While the resulting changes in central carbon metabolism are largely expected, such an analysis of fly metabolism is essential as *Drosophila* geneticists increasingly study the role of metabolism across a wide range of contexts. Moreover, *Drosophila* metabolism is highly adaptable and compensates for metabolic insult—as seen here by depletion of the anaplerotic amino acid proline. A careful exploration of these metabolic networks will be essential for studying metabolism in the context of *Drosophila* growth, development, and models of human disease.

## Supplementary Material

jkad228_Supplementary_Data

## Data Availability

All strains and reagents are available upon request. All targeted metabolomics data described herein are included in Supplementary Tables 2 and 3. Processed RNA-seq data are presented in Supplementary Table 4 and available in NCBI Gene Expression Omnibus (GEO; GSE234299; Heidarian et al. 2023). Supplemental material available at G3 online.

# Supplementary material for: Metabolomic analysis of Drosophila melanogaster larvae lacking pyruvate kinase
**Source:** G3 (Bethesda). 2023 Oct 4;14(1):jkad228. doi: 10.1093/g3journal/jkad228
**Supplement:** jkad228_Supplementary_Data

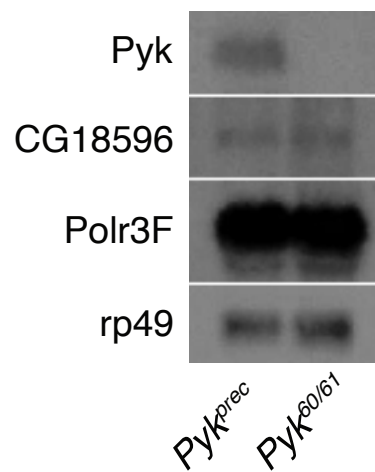

Figure S1. *Pyk* mRNA transcript levels are significantly reduced in *Pyk* mutant larvae. Total RNA from stage *w¹¹¹⁸*; *Pyk^{prec}* control larvae and *w¹¹¹⁸*; *Pyk^{60/61}* mutant larvae were analyzed by northern blot hybridization to detect transcripts encoding *Pyk*, *CG18596*, and *Polr3F*. Hybridization to detect *rp49* mRNA is included as a loading control.

# Supplementary material for: Metabolomic analysis of Drosophila melanogaster larvae lacking pyruvate kinase
**Source:** G3 (Bethesda). 2023 Oct 4;14(1):jkad228. doi: 10.1093/g3journal/jkad228
**Supplement:** jkad228_Supplementary_Data

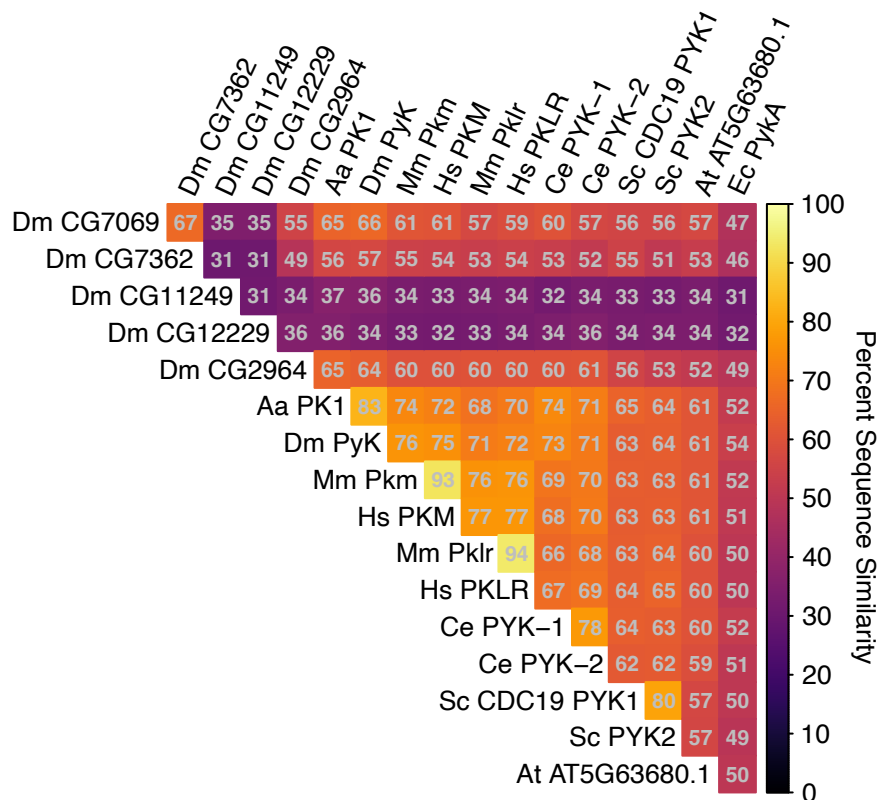

Figure S2. A comparison of sequence similarities between Pyk homologs. A heatmap of pairwise sequence identities extracted from the ensemble MSA. Species abbreviations: Aa, *A. aegypti*; Dm, *D. melanogaster*; Hs, *H. sapiens*; Mm, *M. musculus*; Ce, *C. elegans*; Dr, *D. rerio*; Dd, *D. discoideum*. See Supplemental Table 1 for a list of isoforms used in this analysis.

# Supplementary material for: Metabolomic analysis of Drosophila melanogaster larvae lacking pyruvate kinase
**Source:** G3 (Bethesda). 2023 Oct 4;14(1):jkad228. doi: 10.1093/g3journal/jkad228
**Supplement:** jkad228_Supplementary_Data

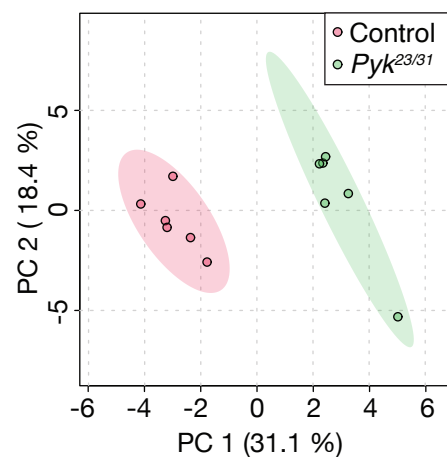

Figure S3. A comparison of the metabolomic data from *Pyk*^{23/31} mutant and *Pyk*^{21/+} control samples using Partial Least Squares Discriminant Analysis (PLS-DA). Targeted metabolomics data from Table S2 was analyzed using PLS-DA. Analysis was conducted using Metaboanalyst 5.0.

# Supplementary material for: Metabolomic analysis of Drosophila melanogaster larvae lacking pyruvate kinase
**Source:** G3 (Bethesda). 2023 Oct 4;14(1):jkad228. doi: 10.1093/g3journal/jkad228
**Supplement:** jkad228_Supplementary_Data

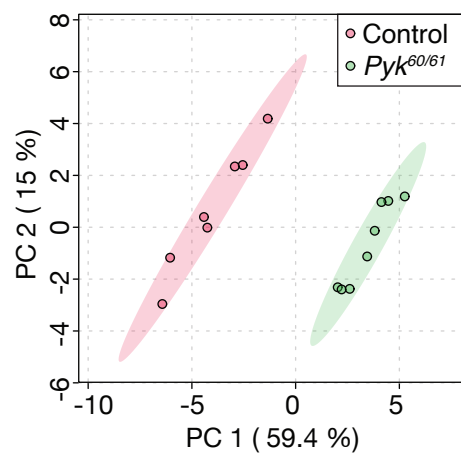

Figure S4. A comparison of the metabolomic data from *Pyk*^{60/61} mutant and *Pyk*^{prec} control samples using Partial Least Squares Discriminant Analysis (PLS-DA). Targeted metabolomics data from Table S3 was analyzed using PLS-DA. Analysis was conducted using Metaboanalyst 5.0.

# Supplementary material for: Metabolomic analysis of Drosophila melanogaster larvae lacking pyruvate kinase
**Source:** G3 (Bethesda). 2023 Oct 4;14(1):jkad228. doi: 10.1093/g3journal/jkad228
**Supplement:** jkad228_Supplementary_Data

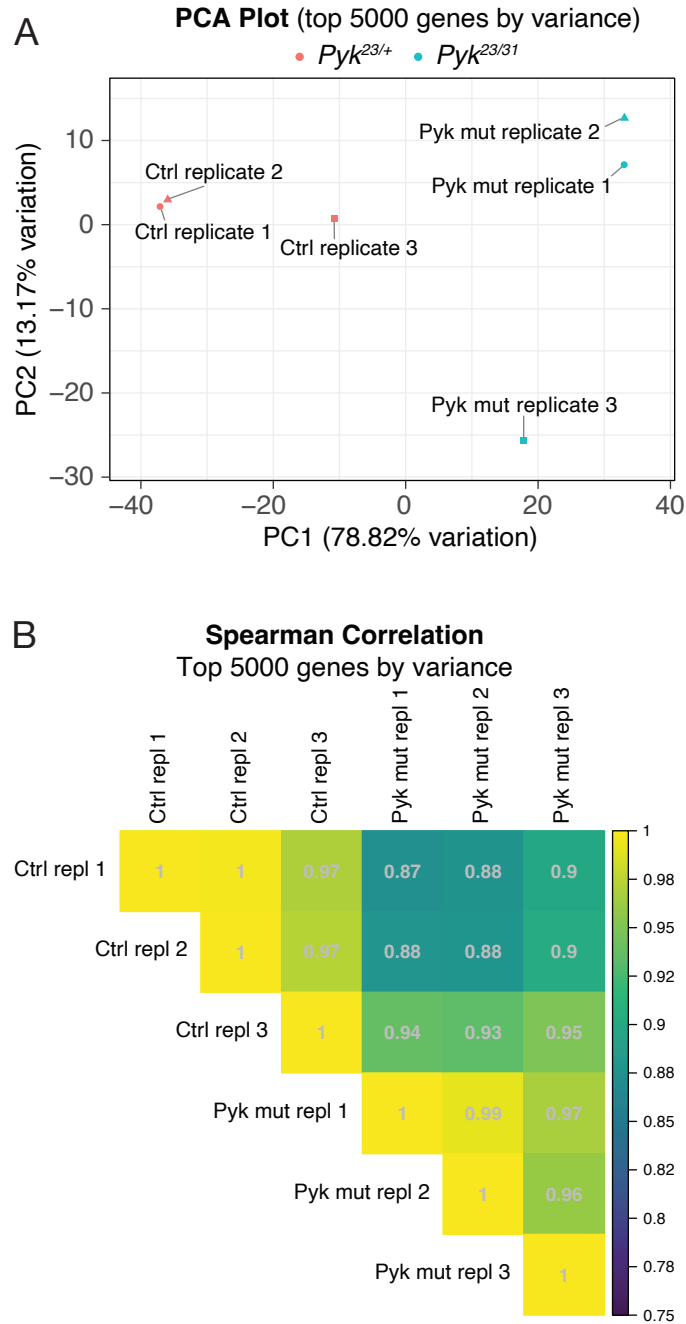

Figure S5. Principal Component Analysis and Correlations of Experimental Replicates. (A) PCA biplot of principal component 1 (PC1) versus PC2 for the top 5,000 genes filtered by variance with replicates labeled. (B) Spearman correlation plot of the top 5,000 genes filtered by variance after filtering out genes with either low expression levels or no detectable expression.

# Supplementary material for: Metabolomic analysis of Drosophila melanogaster larvae lacking pyruvate kinase
**Source:** G3 (Bethesda). 2023 Oct 4;14(1):jkad228. doi: 10.1093/g3journal/jkad228
**Supplement:** jkad228_Supplementary_Data

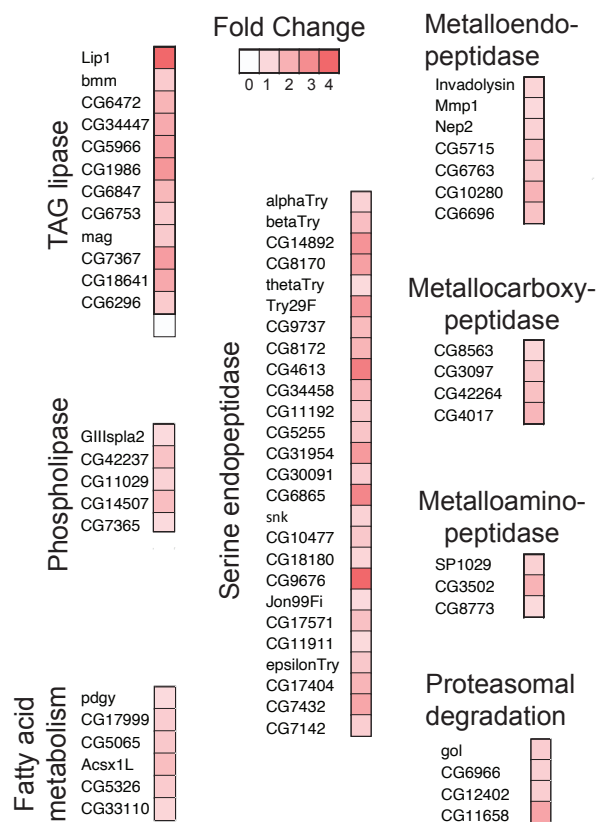

Figure S6. Expression of intestinal lipases and proteases are upregulated in *Pyk* mutants. Heatmaps depicting the expression of significantly up-regulated genes in the GO categories “lipid metabolic process” and “proteolysis”. These genes are grouped by enzymatic function, with the increased fold-change in gene expression represented by a color gradient (log2-fold change in *Pyk*^{23/31} mutants compared to *Pyk*^{23/+} controls).

# Supplementary material for: Metabolomic analysis of Drosophila melanogaster larvae lacking pyruvate kinase
**Source:** G3 (Bethesda). 2023 Oct 4;14(1):jkad228. doi: 10.1093/g3journal/jkad228
**Supplement:** jkad228_Supplementary_Data

**File S1. Sequence of the *Pyk^61^* deletion**

>3R:22366870-22373269(+)

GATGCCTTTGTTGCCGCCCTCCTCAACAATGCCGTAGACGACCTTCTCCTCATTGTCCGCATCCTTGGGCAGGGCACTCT

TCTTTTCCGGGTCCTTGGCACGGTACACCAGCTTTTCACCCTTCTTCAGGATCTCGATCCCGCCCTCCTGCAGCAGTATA

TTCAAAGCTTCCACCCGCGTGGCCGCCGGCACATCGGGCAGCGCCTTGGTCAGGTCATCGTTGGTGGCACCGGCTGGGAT

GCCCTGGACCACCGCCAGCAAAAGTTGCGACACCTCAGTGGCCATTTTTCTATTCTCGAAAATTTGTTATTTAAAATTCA

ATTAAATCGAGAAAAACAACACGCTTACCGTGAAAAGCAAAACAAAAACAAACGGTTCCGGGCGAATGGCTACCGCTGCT

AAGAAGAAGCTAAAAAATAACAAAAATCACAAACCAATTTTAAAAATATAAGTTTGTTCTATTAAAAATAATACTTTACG

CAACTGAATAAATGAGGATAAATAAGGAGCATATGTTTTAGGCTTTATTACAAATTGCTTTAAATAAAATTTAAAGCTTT

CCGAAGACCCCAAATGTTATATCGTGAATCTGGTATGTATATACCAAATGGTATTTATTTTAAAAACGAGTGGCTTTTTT

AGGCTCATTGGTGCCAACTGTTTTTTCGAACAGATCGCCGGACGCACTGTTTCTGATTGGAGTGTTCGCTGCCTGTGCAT

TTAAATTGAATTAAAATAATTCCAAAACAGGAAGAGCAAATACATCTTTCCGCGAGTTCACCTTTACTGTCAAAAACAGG

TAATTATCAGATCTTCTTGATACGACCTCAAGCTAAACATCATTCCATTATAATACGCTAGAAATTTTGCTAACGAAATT

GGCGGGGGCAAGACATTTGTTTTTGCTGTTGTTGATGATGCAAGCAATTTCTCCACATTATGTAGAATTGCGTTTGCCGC

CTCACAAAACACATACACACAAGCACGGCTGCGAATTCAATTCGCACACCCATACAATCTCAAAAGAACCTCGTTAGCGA

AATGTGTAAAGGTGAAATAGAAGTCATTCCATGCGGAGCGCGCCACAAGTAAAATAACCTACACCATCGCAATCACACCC

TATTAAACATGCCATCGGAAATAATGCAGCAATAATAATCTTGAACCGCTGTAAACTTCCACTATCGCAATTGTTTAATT

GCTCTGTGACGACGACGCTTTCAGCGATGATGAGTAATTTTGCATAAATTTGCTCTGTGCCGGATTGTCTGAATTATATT

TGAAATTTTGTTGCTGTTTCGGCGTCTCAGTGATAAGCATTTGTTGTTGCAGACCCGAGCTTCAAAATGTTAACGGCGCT

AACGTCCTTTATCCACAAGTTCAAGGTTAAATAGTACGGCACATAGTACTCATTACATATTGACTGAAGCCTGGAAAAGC

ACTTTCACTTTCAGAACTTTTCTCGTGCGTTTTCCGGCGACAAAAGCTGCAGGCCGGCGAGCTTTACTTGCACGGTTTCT

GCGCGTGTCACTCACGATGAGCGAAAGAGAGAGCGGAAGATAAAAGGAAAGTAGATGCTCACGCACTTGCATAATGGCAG

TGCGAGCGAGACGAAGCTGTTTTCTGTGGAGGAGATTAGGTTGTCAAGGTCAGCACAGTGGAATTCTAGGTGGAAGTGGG

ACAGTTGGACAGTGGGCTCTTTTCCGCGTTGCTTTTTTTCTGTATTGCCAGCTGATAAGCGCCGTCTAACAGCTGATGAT

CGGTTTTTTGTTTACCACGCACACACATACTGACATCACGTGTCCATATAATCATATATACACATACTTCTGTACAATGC

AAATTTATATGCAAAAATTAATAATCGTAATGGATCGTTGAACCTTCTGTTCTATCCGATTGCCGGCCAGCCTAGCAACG

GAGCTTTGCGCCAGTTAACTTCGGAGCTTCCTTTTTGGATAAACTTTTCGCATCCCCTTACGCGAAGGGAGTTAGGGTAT

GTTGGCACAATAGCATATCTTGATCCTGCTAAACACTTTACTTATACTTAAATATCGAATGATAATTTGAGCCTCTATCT

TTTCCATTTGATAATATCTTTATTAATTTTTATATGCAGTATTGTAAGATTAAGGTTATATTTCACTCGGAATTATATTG

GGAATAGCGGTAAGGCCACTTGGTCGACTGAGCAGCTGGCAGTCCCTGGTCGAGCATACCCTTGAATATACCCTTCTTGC

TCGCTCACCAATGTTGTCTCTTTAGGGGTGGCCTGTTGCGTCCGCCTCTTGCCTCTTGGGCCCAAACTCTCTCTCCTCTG

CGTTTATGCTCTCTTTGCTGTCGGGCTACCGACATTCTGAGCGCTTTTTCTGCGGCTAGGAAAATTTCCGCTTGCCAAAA

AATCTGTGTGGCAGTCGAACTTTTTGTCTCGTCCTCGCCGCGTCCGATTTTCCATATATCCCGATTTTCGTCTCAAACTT

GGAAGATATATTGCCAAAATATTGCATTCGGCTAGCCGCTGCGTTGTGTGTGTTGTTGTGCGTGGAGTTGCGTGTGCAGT

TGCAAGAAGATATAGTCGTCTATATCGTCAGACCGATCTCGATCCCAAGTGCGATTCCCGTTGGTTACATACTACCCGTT

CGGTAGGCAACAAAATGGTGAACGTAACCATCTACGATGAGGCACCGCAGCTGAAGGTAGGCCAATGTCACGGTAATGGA

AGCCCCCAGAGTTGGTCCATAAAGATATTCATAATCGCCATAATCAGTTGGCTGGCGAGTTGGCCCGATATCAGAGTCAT

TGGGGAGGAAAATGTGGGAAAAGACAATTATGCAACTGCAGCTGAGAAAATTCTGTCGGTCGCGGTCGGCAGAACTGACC

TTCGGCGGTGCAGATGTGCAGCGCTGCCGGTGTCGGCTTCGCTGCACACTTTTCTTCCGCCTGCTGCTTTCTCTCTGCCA

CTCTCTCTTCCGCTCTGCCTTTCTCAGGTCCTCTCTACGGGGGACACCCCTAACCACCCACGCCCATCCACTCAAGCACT

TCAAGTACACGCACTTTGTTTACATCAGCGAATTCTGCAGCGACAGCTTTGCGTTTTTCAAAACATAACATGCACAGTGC

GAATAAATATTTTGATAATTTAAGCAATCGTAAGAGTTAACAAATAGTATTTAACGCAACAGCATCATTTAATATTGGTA

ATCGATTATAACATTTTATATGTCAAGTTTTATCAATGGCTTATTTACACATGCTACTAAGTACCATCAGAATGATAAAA

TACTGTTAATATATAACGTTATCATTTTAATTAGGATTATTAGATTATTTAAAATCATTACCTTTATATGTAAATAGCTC

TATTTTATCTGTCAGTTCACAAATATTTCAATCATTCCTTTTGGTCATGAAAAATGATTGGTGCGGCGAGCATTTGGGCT

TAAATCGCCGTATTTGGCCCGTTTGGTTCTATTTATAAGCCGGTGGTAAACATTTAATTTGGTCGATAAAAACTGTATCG

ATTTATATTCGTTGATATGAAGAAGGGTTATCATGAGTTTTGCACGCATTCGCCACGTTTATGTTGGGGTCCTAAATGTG

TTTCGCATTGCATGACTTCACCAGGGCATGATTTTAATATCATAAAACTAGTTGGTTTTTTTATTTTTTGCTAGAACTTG

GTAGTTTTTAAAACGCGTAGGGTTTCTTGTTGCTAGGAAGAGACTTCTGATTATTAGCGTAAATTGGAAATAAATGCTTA

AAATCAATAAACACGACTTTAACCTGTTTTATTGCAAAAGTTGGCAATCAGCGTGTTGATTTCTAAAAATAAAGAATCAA

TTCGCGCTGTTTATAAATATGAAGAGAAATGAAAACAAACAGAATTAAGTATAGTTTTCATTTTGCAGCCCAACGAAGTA

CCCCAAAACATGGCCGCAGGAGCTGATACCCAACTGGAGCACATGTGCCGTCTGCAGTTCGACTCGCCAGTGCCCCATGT

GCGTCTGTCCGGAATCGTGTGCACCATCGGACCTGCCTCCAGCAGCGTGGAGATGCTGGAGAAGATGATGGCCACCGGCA

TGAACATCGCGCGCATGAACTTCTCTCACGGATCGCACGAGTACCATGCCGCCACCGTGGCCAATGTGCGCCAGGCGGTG

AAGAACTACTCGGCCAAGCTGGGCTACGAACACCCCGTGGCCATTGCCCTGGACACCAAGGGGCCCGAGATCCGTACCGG

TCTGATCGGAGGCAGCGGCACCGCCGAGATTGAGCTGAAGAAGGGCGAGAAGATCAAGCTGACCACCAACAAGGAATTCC

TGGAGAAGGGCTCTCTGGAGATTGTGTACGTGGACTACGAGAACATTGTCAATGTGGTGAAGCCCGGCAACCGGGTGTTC

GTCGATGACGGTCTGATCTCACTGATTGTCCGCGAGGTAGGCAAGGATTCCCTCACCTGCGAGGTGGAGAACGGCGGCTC

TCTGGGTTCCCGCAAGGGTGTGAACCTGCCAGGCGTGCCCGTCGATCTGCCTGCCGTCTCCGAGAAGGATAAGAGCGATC

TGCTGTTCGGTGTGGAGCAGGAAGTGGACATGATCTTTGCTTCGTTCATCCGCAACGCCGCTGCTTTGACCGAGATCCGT

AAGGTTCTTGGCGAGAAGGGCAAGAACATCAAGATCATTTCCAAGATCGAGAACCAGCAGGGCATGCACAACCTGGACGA

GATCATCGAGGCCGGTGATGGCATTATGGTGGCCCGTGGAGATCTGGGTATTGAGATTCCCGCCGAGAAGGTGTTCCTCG

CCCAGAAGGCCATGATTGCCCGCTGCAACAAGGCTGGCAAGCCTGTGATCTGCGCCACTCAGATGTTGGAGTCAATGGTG

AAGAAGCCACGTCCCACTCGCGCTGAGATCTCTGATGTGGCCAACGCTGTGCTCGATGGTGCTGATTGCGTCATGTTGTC

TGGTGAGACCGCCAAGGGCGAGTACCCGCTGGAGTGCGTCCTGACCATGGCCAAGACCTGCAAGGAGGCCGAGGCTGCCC

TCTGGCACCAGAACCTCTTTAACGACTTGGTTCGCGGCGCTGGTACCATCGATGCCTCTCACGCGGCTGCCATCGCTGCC

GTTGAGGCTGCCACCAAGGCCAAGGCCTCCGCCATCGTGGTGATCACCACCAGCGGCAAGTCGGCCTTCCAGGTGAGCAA

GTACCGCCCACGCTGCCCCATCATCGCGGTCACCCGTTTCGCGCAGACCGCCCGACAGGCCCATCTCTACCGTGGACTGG

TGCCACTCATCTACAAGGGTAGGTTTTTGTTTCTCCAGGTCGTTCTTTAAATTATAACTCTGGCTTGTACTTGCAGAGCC

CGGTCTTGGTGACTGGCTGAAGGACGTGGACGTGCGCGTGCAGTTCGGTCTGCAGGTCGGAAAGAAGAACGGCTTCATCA

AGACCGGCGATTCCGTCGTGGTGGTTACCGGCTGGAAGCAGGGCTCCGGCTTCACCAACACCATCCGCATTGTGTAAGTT

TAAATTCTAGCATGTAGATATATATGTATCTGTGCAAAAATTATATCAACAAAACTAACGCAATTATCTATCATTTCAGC

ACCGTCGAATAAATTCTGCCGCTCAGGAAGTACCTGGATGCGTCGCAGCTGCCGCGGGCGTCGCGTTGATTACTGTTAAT

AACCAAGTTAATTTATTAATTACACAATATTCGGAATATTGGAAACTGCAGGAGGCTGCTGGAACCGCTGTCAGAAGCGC

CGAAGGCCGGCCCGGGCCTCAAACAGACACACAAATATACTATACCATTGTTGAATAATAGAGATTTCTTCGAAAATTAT

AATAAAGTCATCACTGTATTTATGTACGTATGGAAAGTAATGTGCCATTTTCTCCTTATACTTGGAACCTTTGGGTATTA

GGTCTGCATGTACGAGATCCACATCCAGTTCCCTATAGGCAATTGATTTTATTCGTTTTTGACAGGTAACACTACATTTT

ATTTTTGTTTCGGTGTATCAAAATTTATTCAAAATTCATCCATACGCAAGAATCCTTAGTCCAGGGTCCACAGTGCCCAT

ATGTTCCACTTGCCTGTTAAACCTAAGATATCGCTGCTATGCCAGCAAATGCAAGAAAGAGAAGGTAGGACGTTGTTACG

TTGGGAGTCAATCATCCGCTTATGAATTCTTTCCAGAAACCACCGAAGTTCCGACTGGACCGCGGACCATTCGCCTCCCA

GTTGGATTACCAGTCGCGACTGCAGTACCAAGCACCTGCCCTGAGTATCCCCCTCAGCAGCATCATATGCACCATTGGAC

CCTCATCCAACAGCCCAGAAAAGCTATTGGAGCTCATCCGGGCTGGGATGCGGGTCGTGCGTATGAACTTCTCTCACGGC

# Supplementary material for: Metabolomic analysis of Drosophila melanogaster larvae lacking pyruvate kinase
**Source:** G3 (Bethesda). 2023 Oct 4;14(1):jkad228. doi: 10.1093/g3journal/jkad228
**Supplement:** jkad228_Supplementary_Data

**SUPPLEMENTAL FIGURE LEGENDS**

**Figure S1. *Pyk* mRNA transcript levels are significantly reduced in *Pyk* mutant larvae.** Total RNA from stage *w^1118^; Pyk^prec^* control larvae and *w^1118^; Pyk^60/61^* mutant larvae were analyzed by northern blot hybridization to detect transcripts encoding Pyk, CG18596, and Polr3F. Hybridization to detect *rp49* mRNA is included as a loading control.

**Figure S2. A comparison of sequence similarities between Pyk homologs.**  A heatmap of pairwise sequence identities extracted from the ensemble MSA. Species abbreviations: Aa, *A*. *aegypti;*Dm, *D. melanogaster*; Hs, *H. sapiens*; Mm, *M. musculus*; Ce, *C. elegans*; Dr, *D.* *rerio, Dd, D*. *discoideum.* See Table S1 for a list of isoforms used in this analysis.

**­­**

**Figure S3. A comparison of the metabolomic data from *Pyk^23/31^* mutant and *Pyk^21/+^* control samples using Partial Least Squares Discriminant Analysis (PLS-DA).** Targeted metabolomics data from Table S2 was analyzed using PLS-DA. Analysis was conducted using Metaboanalyst 5.0.

**Figure S4.** **A comparison of the metabolomic data from *Pyk^60/61^* mutant and *Pyk^prec^* control samples using Partial Least Squares Discriminant Analysis (PLS-DA).** Targeted metabolomics data from Table S3 was analyzed using PLS-DA. Analysis was conducted using Metaboanalyst 5.0.

**Figure S5.  RNA-seq Principal Component Analysis and Correlations of Experimental Replicates.**  (A) PCA biplot of principal component 1 (PC1) versus PC2 for the top 5,000 genes by variance, with replicates labeled.  (B) Spearman correlation plot of the top 5,000 genes by variance after filtering out genes with either low/no expression.

**Figure S6. Expression of intestinal lipases and proteases are upregulated in *Pyk* mutants.** Heatmaps depicting the expression of significantly up-regulated genes in the GO categories “lipid metabolic process” and “proteolysis”. These genes are grouped by enzymatic function, with the increased fold-change in gene expression represented by a color gradient (log2-fold change in *Pyk^23/31^* mutants compared to *Pyk^23/+^* controls).

**SUPPLEMENTAL FILE TEXT**

**File S1. Sequence of the *Pyk^61^* deletion.** The sequence removed by *Pyk^61^* deletion is listed along with genomic coordinates (*Drosophila melanogaster* reference genome release 6.53).

**SUPPLEMENTAL TABLE LEGENDS**

**Table S1.** Protein isoform information for the Pyk orthologs used to conduct phylogenetic analysis (see Figure 1 and Figure S2).

**Table S2.** Metabolomic analysis of *Pyk^23/31^* mutants as compared with *Pyk^23/+^* controls. All values normalized to sample mass and a d-4-succinic acid standard. n=6 samples per genotype; 25 mid-L2 larvae per sample.

**Table S3.** Metabolomic analysis of imprecise excision *Pyk* mutants as compared with precise excision controls. All values normalized to sample mass and a d-4-succinic acid standard. n=8 samples per genotype; 25 mid-L2 larvae per sample.

**Table S4.** RNA-seq results comparing gene expression between *Pyk^23/31^* mutants and *Pyk^23/+^*.

**Table S5.** Genes encoding *Drosophila* Pyk homologs do not exhibit elevated expression in *Pyk* mutants. Data is extracted from Table S4.

**Table S6.** GO analysis of significantly mis-regulated genes from the RNAseq data represented in Table S4 using GOrilla. The enrichment value is defined as (b/n)/(B/N), where N is total number of genes, B is the total number of genes associated with a specific GO term, n is the number of genes significantly down- or upregulated in *Pyk* mutant larvae, b is the overlap between genes in the GO category and the down- or upregulated genes in *Pyk* mutant larvae.

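Supplementary Table 6 lists the genes behind each enriched term, and these genes were chosen by the study on these samples, so their directions are not independent evidence. For these terms, an adjustment over the list alone takes no account of that choice. All 9 genes under protein folding fell, with a median log2 fold change of -1.18. Of 13 endoplasmic reticulum chaperone genes, 0 were higher, 11 were lower and 2 did not pass the test, with 0 higher and 11 lower when adjusted over the list alone. The chaperone genes *wbl*, *sel*, *Calr* and *Gp93* fell by 1.77, 1.11, 1.04 and 1.22 (SE 0.11, 0.081, 0.083 and 0.096), and the list median was -0.80 (adjusted p = 2.2e-05 by camera and adjusted p = 0.59 with an estimated correlation). These chaperone genes also stand under protein folding, so the list test is not independent of the study's choice. Of 11 cytosolic heat shock genes, 0 were higher, 5 were lower and 6 did not pass the test, with 0 higher and 5 lower when adjusted over the list alone. These were *DnaJ-1* (-1.0), *Hsp83* (-1.38), *Hsc70-4* (-0.70), *Hsp68* (-1.73), and *Hsp23* (-0.43), with a median of -0.43 (adjusted p = 0.014 by camera and adjusted p = 0.59 with an estimated correlation).
Of 8 genes under ecdysteroid metabolism, 4 rose and 4 did not pass (7 higher when adjusted over the list alone; median 2.08). The ones that rose were *CG9514* (3.04 (SE 0.62)), *CG9518* (3.77 (SE 1.01)), *Cyp4aa1* (1.01) and the ecdysone oxidase gene *Eo* (1.27). The number that rose was 8 under DESeq2, 2 without control replicate 1 or mutant replicate 1 or 2, and 0 without control replicate 2. Of 11 genes of ecdysone synthesis and inactivation, 1 were higher, 3 were lower and 7 did not pass the test, with 1 higher and 3 lower when adjusted over the list alone. The hormone synthesis genes *sad*, *dib* and *sro* fell by 1.32, 1.65 and 0.92 (SE 0.15, 0.40 and 0.25), and the higher one was *Eo*. The median was 0.17 and the list did not pass (adjusted p = 0.74 by camera). The higher genes numbered 3 without mutant replicate 1 and 2 without control replicate 3 or under DESeq2, limma-voom, RLE size factors, library totals only, filterByExpr, or no low-count filter. Of 5 genes under catecholamine metabolism, 3 rose (*ple*, *Ddc* and *Skel*, 1.03 (SE 0.26)) and 2 did not pass (5 when adjusted over the list alone; median 1.90). Their number was 5 under DESeq2, 1 without mutant replicate 2 or 3, and 0 without control replicate 1 or 2 or mutant replicate 1.
Of 6 genes under long-chain fatty-acyl-CoA metabolism, 4 rose and 2 did not pass (6 when adjusted over the list alone; median 1.83). The fatty acyl-CoA reductase genes *CG12268*, *wat*, *CG8303* and *CG1441* had log2 fold changes of 1.82, 1.42, 1.63 and 2.76. The genes of this term that rose numbered 1 without control replicate 2 or mutant replicate 3 and 0 without control replicate 1 or mutant replicate 1. Of 15 fatty acyl-CoA reductases and elongases, 4 were higher, 2 were lower and 9 did not pass the test, with 4 higher and 2 lower when adjusted over the list alone. The lower ones were *CG17560* (-0.75) and *CG14893* (-2.14). The higher ones numbered 8 without replicate 3 of both genotypes, 7 under DESeq2 or limma-voom, 2 without mutant replicate 3, 1 without control replicate 2, and 0 without control replicate 1 or mutant replicate 1. That list had a median of 0.76 and did not pass with all libraries (adjusted p = 0.14 by camera), but passed without control replicate 3 (adjusted p = 0.044, over alternatives from 0.018 to 0.20). Of 5 Spatzle-type ligand genes under central nervous system formation, *spz3* rose (1.07 (SE 0.25)) and 4 did not pass with all libraries (1 when adjusted over the list alone; median 2.10). The number of them that rose was 5 under DESeq2, 4 without mutant replicate 3 or replicate 3 of both genotypes, and 2 without control replicate 3 or under limma-voom, RLE size factors, library totals only, or filterByExpr. With *spz* added the list of 6 did not pass (median 1.62, adjusted p = 0.27 by camera) except without replicate 3 of both genotypes (adjusted p = 0.033, over alternatives from 0.033 to 0.32). All 4 genes under proline hydroxylation fell, with a median of -2.53. Single genes were tested by edgeR's quasi-likelihood test. Calls were lost for *CG9514* without control replicate 2 (adjusted p up to 0.056), for *CG9518* and *CG1441* without control replicate 1 or 2 or mutant replicate 1, 2, or 3 (adjusted p up to 0.12), for *Cyp4aa1*, *CG12268*, and *CG8303* without control replicate 1 or 2 or mutant replicate 1 or 3 (adjusted p up to 0.085), for *Eo* without control replicate 2, mutant replicate 2, or replicate 3 of both genotypes (adjusted p up to 0.081), for *sro* without replicate 3 of both genotypes and under DESeq2 or unstranded counts (adjusted p up to 0.11), for *Skel* without control replicate 1 or 2, mutant replicate 1 or 3, or replicate 3 of both genotypes (adjusted p up to 0.14), for *wat* without control replicate 1 or mutant replicate 1 or 3 (adjusted p up to 0.065), for *CG14893* without control replicate 1 or 2 or mutant replicate 1 or 2 and under DESeq2 (adjusted p up to 0.12), and for *spz3* without control replicate 1 or 2 (adjusted p up to 0.068). The log2 fold change of *CG9518* was at 6.22 without control replicate 3 and 6.43 without replicate 3 of both genotypes.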

**Table S7.** Analysis of RNA-seq data from Table S4 using the Preferred tissue (modEncode RNA_seq) tool in PANGEA.

How the deposited data were processed for this re-analysis (not part of the article)

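RNA of whole L2 larvae was measured by RNA-seq in 3 *Pyk23/+* control samples and 3 *Pyk23/31* mutant samples. For each library the authors deposited a table of raw counts per gene (read pairs, not normalized) in the layout that STAR writes, with unstranded counts and counts for each strand. The submitters' processing notes name STAR and BDGP6, and their versions are not given in the sources used here. The paper's methods describe another route to its tables, with Kallisto v0.46.0 on BDGP6.32, tximport and DESeq2 v1.30.1 and no trimming or filtering of reads. The counts for the strand that fits a TruSeq Stranded mRNA library were used, and the opposite strand held 2.50% to 2.56% of the pairs that either strand assigned. Each file holds 18359 lines, of which 4 are summaries and 17869 are genes (17789 with a symbol). The other 486 are named by transcript or by a missing name, held 0.0329% to 0.0461% of the assigned pairs, and stayed out of library sizes and tests. Unmapped pairs made up 4.73% to 7.91%, pairs that map to several places 3.97% to 4.72% and ambiguous pairs 2.25% to 2.35%. Symbols and places come from the BDGP6.54 annotation.

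Depth per library is 11249487 to 16029304 assigned pairs. Intervals and floors cover counting error only, since PCR copies are not independent molecules, and folds against a group with no counts use a floor of 3 counts over that group. The samples were grouped by the genotype in their labels, which the level of *Pyk* in every library matched. No pair of libraries differed by less than the sampling noise (chi-square per degree of freedom of 3.63 between control replicates 1 and 2 and 16.2 to 31.2 for the other pairs within a genotype), so none was merged. Groups of 3 were not tested for outliers.

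Genotypes were compared with edgeR 4.0.16 (TMM, quasi-likelihood test with robust dispersion, Benjamini-Hochberg) in R 4.3.3, over genes with at least 12 counts in the 6 libraries, with calls at an adjusted p of at most 0.05 and at least 2-fold, the paper's own filter and thresholds. Counts of genes that pass without the fold threshold are given beside gene lists. TMM factors were 0.973 to 1.03, and the median log2 fold change of all tested genes was 0.015. Principal components and Spearman correlations used log2 CPM (prior count 2) of the 5000 genes with the highest variance. On simulated counts with 3 samples per group, made from these libraries' means, edgeR's quasi-likelihood test recovered 68.4% of 98 genes changed by 1 on the log2 scale and 85.9% of 99 changed by 2, with 10 false calls among 11300 genes, while DESeq2 1.42.0 recovered 70.4% and 85.9% with 27 false calls and limma-voom 44.9% and 75.8% with 8. On the same simulated counts, limma's camera called a set of 40 genes shifted by 0.5 (p of 8.1e-19) and did not call an unshifted set (p of 0.81). The simulated genes were drawn independently of each other, so these values do not test camera on lists whose genes vary together. Far fewer genes were changed than passed here (2538 higher and 2970 lower), and no replicate deviated over many genes at once. The recovered shares and false calls may therefore not hold for the real libraries.

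Gene lists were tested against all other genes with camera (limma 3.58.1, on voom values, with a preset correlation of 0.01), adjusted over 42 lists. The p with a correlation estimated from the residuals and fry, which tests whether a list moves on balance in 1 direction, were computed beside it. The lists cover glycolysis, trehalose and glycogen, pyruvate, the citric acid cycle, proline and glutamate, serine and one-carbon, lipases, lipid synthesis, beta-oxidation, digestive proteases and carbohydrases, Osiris, cuticle, chitin, tanning, ecdysone response and synthesis, prolyl hydroxylases, basement membrane, chaperones of both compartments, FOXO and ATF4 targets, antimicrobial peptides, cytochrome P450, glutathione S-transferases, ribosomal proteins of both compartments, ribosome biogenesis, odorant-binding proteins, Spatzle ligands and fatty acyl-CoA reductases, and markers of fat body, muscle, nervous system, hemocytes, midgut, tracheae, salivary glands, germline and male dosage compensation. Some genes stand in several lists, such as *Thor* and *bmm*, and *verm*, *serp* and *Gasp*, which the tracheae also make. The result of a further list among the 42 is not reported here. Lists that the study chose on these samples were only tallied, and their counts adjusted over the list alone take no account of that choice. The lists, the tests of genes and lists, the alternatives and the rule for named genes were fixed before the data were examined, though the paper's own tables and figures had been seen. Several tested lists share genes with those the study chose, such as chaperones, tanning, prolyl hydroxylases, Spatzle ligands, fatty acyl-CoA reductases, lipases and digestive proteases. The cuticle and chitin lists cover terms that the paper found enriched. Set tests of these lists are therefore not independent of the study's choice. The rule names every gene of the paper's RNA-seq results, Fig. 7, Fig. 8 and Table S5, the 12 higher and 12 lower genes with the smallest p among calls whose groups do not overlap, up to 4 members of each list with the smallest p among those that pass, and the most counted marker of each other tissue. Members outside this rule that complete a count of 5 or fewer were chosen after their values were seen.

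Alternatives were DESeq2, limma-voom, RLE size factors, library totals without TMM, the filterByExpr filter, no filter on low counts, unstranded counts, the replicate number as a block, leaving out each library, leaving out replicate 3 of both genotypes (which Supplementary Fig. 5a shows apart), a test for a change beyond 2-fold (glmTreat), and for components and correlations a prior count of 0.5, 500 genes, all genes and DESeq2's variance-stabilizing transformation. Of Supplementary Table 4, the first 1998 lines were held and 9351 more were left out, so no overlap or enrichment was computed on it. The GO, PANGEA and OmicsNet analyses and the metabolomics were not analysed here. Tables were joined with Python 3.11.15 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.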

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

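The test of sex mixture on genes that rose by more than the male RNA *roX1* and the random lists with as many higher and lower genes were chosen after the results were seen. The predictions and bounds of the other tests here were set beforehand. They did not include the other random lists, the bound from 1158 genes or the comparison of *Pyk* with the replicate spread.

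Control replicate 3 lies between the other controls and the mutants over the called genes (Supplementary Fig. 5a also shows it apart). If mutant larvae had been mixed into it, *Pyk* would lie as far towards the mutants as other called genes do. On a linear scale *Pyk* lay at 0.0852 of the way, short of the median called gene at 0.133. The bound set beforehand, a fixed share of that median, was 0.0663. *Pyk* lay above it, so the prediction of mixing was met. The 1158 genes called without replicate 3 of both genotypes would set the bound at 0.106, which *Pyk* did not reach. Control replicates 1 and 2 lie 0.0287 either side of their own mean, so mixing cannot be told apart from replicate spread. A difference of stage within the molting cycle is a candidate explanation, since the 20 called genes of the cuticle, chitin and Osiris lists lay at a median of 0.363 against 0.158 for the other called genes on the log2 scale and 0.244 against 0.13 on the linear scale. Of 10000 random lists of called genes, shares of 0.0122 and 0.0421 lay as high (0.0183 and 0.0313 of lists with as many higher and lower genes). Genes of the 3 lists vary together (estimated correlation 0.65 for Osiris, 0.27 for cuticle and 0.15 for chitin). Random lists do not keep this, so these shares cannot count as support. The methods for these samples give the stage only as L2, so a difference of stage stays a hypothesis.

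As lists, cuticle and Osiris transcripts passed camera as higher in the mutants (adjusted p = 0.0017 and 0.014), but neither passed with an estimated correlation (adjusted p = 0.68 for both) or by fry (adjusted p = 0.15 for both), and Osiris did not with filterByExpr (adjusted p = 0.11 by camera). If mutants and controls were at different points of the molting cycle, ecdysone-response genes of the molt should change too, and 2 of 5 did (*Eip75B* and *ftz-f1*), below the 3 set beforehand. That bound rested on a p threshold, and *Eip74EF* (2.74, SE 1.16) and *Hr4* (2.71, SE 0.85), both higher in every mutant than in every control, passed it without control replicate 3 (adjusted p = 0.0048 and 0.019 from edgeR's quasi-likelihood test, with ranges over alternatives of 0.0047 to 0.26 and 0.0077 to 0.19), which makes 4 of 5, as with DESeq2 and limma-voom, while 0 of 5 passed without control replicate 1 or 2 or mutant replicate 2 (3, 2 and 2 at an unadjusted p under 0.05), 1 passed without mutant replicate 1 or 3, and *Hr3* (0.45, SE 0.33) did not pass. On the log2 scale *Eip74EF* was at 4.72 and *Hr4* at 3.89 without control replicate 3, and *Hr3* was at 0.19 without control replicate 1. The number of these genes that pass depends on which library is left out, and a difference in stage and a direct effect of genotype cannot be told apart here, since genotype and stage would change together. The biological explanation, a delay or arrest of the mutants, was not tested.

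The 857 calls between the genotypes were weighed against linkage, sex and the grouping of the samples. The mutants carry a pair of chromosomes 3 from injected stocks and the controls at least a single one, since the origin of their wild-type chromosome is not given. Called genes were not more frequent on chromosome 3 (odds ratio 1.08, 95% interval 0.933 to 1.24, Fisher's exact p = 0.316). A gathering of changed genes on chromosome 3 was thus not seen. Linked differences that change genes of other chromosomes would not show in this test. A larger share of males in the mutant samples could raise male transcripts. Against the 1.5-fold set beforehand, *roX1* was 1.84-fold and *roX2* 1.51-fold higher, and 4 of 7 germline markers were higher (1 with DESeq2). The values thus met the prediction, with *roX2* above the bound by less than its SE (0.133 on the log2 scale). Both RNAs passed edgeR's quasi-likelihood test (adjusted p = 4.5e-05 and 0.0050). Sex mixture therefore stays open for the genes that fell and the other genes that rose. For 238 of the 600 genes called higher the values argue against it, since their log2 fold change lay above that of *roX1*, an RNA made in males, by more than the errors of both. Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real one) called as many as 857 genes and the highest other called 0, and 10 splits are too few for a share under 0.05.

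Of the lists that the paper does not discuss, 6 passed camera with the preset correlation as higher in the mutants and 5 as lower, the latter being ribosomal proteins of both compartments, ribosome biogenesis, muscle and basement membranes, whose values are given with the gene groups, and 0 passed with an estimated correlation (adjusted p = 0.30 to 0.68). Median log2 fold changes of the higher ones were 0.38 for trehalose and glycogen, 0.77 for ecdysone-response genes and 0.61 for FOXO and starvation genes. They were 0.52 for cytochrome P450 genes, 0.35 for neuron and glia markers, which did not pass without mutant replicate 3, and 0.59 for male dosage markers, which did not pass in 6 of 14 alternatives.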

How the results depend on the processing

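Of 223 named genes that passed, 164 passed in every alternative that tested them, apart from glmTreat, and of 17 that did not, 6 passed in none (*CG7069*, *CG11249*, *CG18596*, *Hr3*, *Eno* and *Kyat*). Of 20 lists that passed camera, 15 passed in every alternative apart from an estimated correlation and fry, and of 22 that did not, 17 passed in none of the same alternatives. For lists, the limma-voom setting repeats the main test, which already ran on voom values. It adds no check, though counts of alternatives for lists include it. *Pyk* stayed between -2.99 and -3.22 and *Thor* between 2.41 and 2.58 across the alternatives. Genes called higher ranged from 389 (without control replicate 2) to 799 (without control replicate 3) on leaving out 1 library, and glmTreat, which tests for a change beyond 2-fold, called 53 higher and 41 lower. With an estimated correlation 0 of 42 lists passed camera, the lowest adjusted p being 0.30 (cytochrome P450), while 3 lists had an unadjusted p under 0.05, 20 passed with the preset correlation and 24 passed fry. Some lists that did not pass camera passed fry, with ATF4, germline, triglyceride lipases and fatty acyl-CoA reductases higher (adjusted p = 0.0028, 0.0079, 0.035 and 0.047). Prolyl 4-hydroxylases, serine and one-carbon and odorant-binding genes passed fry as lower (adjusted p = 0.0059, 0.0051 and 0.0019). Cuticle, Osiris and neuron and glia lists passed camera but not fry (adjusted p = 0.15, 0.15 and 0.096 by fry). Replicate numbers do not pair the samples (correlation of deviations -0.293, -0.103 and -0.306 for the same numbers, and no sample correlated best with its own), and the replicate block called 537 and 252 genes, of which 487 and 241 were among the 600 and 257, while 14 named genes lost their call (ranges given elsewhere for lost calls leave the block out). The share of the first component was 78.4% with the variance-stabilizing transformation and 80.1% with 500 genes. The lowest rho within a genotype was 0.686 with 500 genes and 0.975 with all genes, and the highest between genotypes 0.820 with 500 genes. Over the 1158 genes called without replicate 3 of both genotypes, control replicate 3 lay at 0.315. Unstranded counts turned *P5cr-2* to -0.16, and among called genes also *CG10730* (-1.41, to 0.15) and *lncRNA:CR45973* (1.14, to -0.35). Leaving out 1 library, *Eno* ranged from -0.053 to 0.054 and *Kyat* from -0.022 to 0.040. In lists that did not pass, the test's direction turned in the settings that follow, given with the list's median of voom log2 fold changes, on which these tests ran. With fry, at medians that the setting does not change, these were proline and glutamate (-0.091), beta-oxidation (0.022), ecdysone synthesis (0.15) and salivary glands (-0.71). Beta-oxidation also turned with unstranded counts (0.022) and the replicate block (0.022), and ranged from -0.053 to 0.066 on leaving out 1 library. Without replicate 3 of both genotypes, ATF4 (-0.050), antimicrobial peptides (-1.06) and hemocytes (0.11) turned, and with library totals only antimicrobial peptides (0.087) and hemocytes (0.065). Hemocytes also turned with RLE (0.029), filterByExpr (0.023) and unstranded counts (-0.019). On leaving out 1 library the medians ranged from -0.063 to 0.0074 for ATF4, -0.63 to 0.78 for antimicrobial peptides, -0.098 to 0.17 for hemocytes and -1.44 to -0.21 for salivary glands. The cause was not tested for any of these. Depth limits genes near the floor of 3 counts, such as the *Pyk* homologs.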

Differences from the paper's values

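Spearman's rho within a genotype was lower here than in the paper's Supplementary Fig. 5b, whose values were read by eye. It was 0.981 between control replicates 1 and 2 (the paper's about 1), 0.94 between control replicates 1 and 3 (the paper's about 0.97) and 0.95 between control replicates 2 and 3 (the paper's about 0.97). It was 0.948 between mutant replicates 1 and 3 (the paper's about 0.97) and 0.941 between mutant replicates 2 and 3 (the paper's about 0.96). Of the alternatives set before the data were examined, the variance-stabilizing transformation and all genes past the filter brought these 5 to within 0.019 of the paper's values, the SD of rho over the pairs within a genotype here (all genes past the filter moved 6 of the pairs between genotypes away from the paper's), while a prior count of 0.5, 500 genes and unstranded counts did not.

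At the paper's thresholds, edgeR's quasi-likelihood test called 600 genes higher and 257 lower, and the paper gives 755 and 214. DESeq2 on the same counts called 753 and 215. It gave log2 fold changes of -3.07369 for *Pyk* and -0.950209 for *CG7069*, against -3.07366 and -0.950233 in the paper's table. The deposited counts and the paper's tables can therefore not be taken as 2 independent quantifications, though the methods name Kallisto. Of the 15 genes labelled in Fig. 7 as significantly changed, 10 passed with all libraries, and *CG13438*, *Osi7*, *CG3108*, *CG13272* and *CG6026* did not. DESeq2 and leaving out mutant replicate 3 called all 15, and leaving out replicate 3 of both genotypes called 14. Of the genes drawn in Fig. 8, *amd* (2.86, SE 1.01, adjusted p = 0.083) did not pass but passed with DESeq2 (adjusted p = 0.0037), without mutant replicate 3 (7.6e-04) and without replicate 3 of both genotypes (0.0025). *Pglym78* passed with the replicate block (0.043) and without mutant replicate 1 (0.029). *Eno* (0.016, SE 0.069) and *Kyat* (0.011, SE 0.063) passed in none of the alternatives. The paper's own log2 fold change of *Eno* is 0.036 (SE 0.077), so its value does not differ from the paper's. The paper's text names 3 proline-hydroxylating enzymes, while Fig. 8 draws 4.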

Other observations

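Genes of protein synthesis moved lower as lists. Of 88 cytosolic ribosomal protein genes, 2 were higher, 76 were lower and 10 did not pass, with 2 higher and 80 lower when adjusted over the list alone (median -0.31, adjusted p = 4.8e-12 by camera and adjusted p = 0.66 with an estimated correlation), and with library totals only 63 were lower. *RpL28* and *RpS2* fell by 0.48 and 0.49. The list was taken by symbol, and *RpLP0-like*, which fell by 0.75, stands in it by its name alone. The higher ones, *RpL22-like* (0.47) and *RpS5b* (0.44), are paralogs known from the germline, whose calls were lost for *RpL22-like* without control replicate 1 or replicate 3 of both genotypes (adjusted p up to 0.093) and for *RpS5b* without control replicate 1 and under DESeq2 (adjusted p up to 0.061). Of 72 mitochondrial ribosomal protein genes, 0 were higher, 69 were lower and 3 did not pass, with 0 higher and 70 lower when adjusted over the list alone (median -0.54, adjusted p = 5.3e-18 by camera and adjusted p = 0.59 with an estimated correlation), such as *mRpS16* (-0.80) and *mRpS31* (-0.88). Of 19 ribosome biogenesis genes, 1 were higher, 16 were lower and 2 did not pass, with 1 higher and 16 lower when adjusted over the list alone (median -0.69, adjusted p = 2.8e-07 by camera and adjusted p = 0.59 with an estimated correlation), with *Nop60B* at -0.79, *NHP2* at -0.81, *Nopp140* at -0.74 and *nclb* at -0.69, and *Non1* higher at 0.31. Of 6 serine and one-carbon genes, 0 were higher, 2 were lower and 4 did not pass, with 0 higher and 2 lower when adjusted over the list alone, and the list did not pass (median -0.076, adjusted p = 0.17 by camera).

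Of 73 cytochrome P450 genes, 36 were higher, 8 were lower and 29 did not pass, with 38 higher and 9 lower when adjusted over the list alone (median 0.52, adjusted p = 9.1e-04 by camera and adjusted p = 0.30 with an estimated correlation), with *Cyp6d5* at 0.67 (SE 0.057), *Cyp28d1* at 0.79 (SE 0.071) and *Cyp6a17* at 1.84 (SE 0.14). Of 35 glutathione S-transferase genes, 6 were higher, 10 were lower and 19 did not pass, with 6 higher and 10 lower when adjusted over the list alone (median -0.10, adjusted p = 0.54 by camera), with *GstD3* at -1.34, *GstD1* at -0.54 and *GstD9* at 1.08. The lower ones numbered 6 without control replicate 2. Of 19 antimicrobial peptide and peptidoglycan recognition genes, 3 were higher, 2 were lower and 14 did not pass, with 3 higher and 2 lower when adjusted over the list alone. The higher ones were *PGRP-SC2* (0.99), *PGRP-LF* (1.60), and *PGRP-LB* (0.64) and the lower ones *PGRP-SD* (-1.31) and *PGRP-SB1* (-1.16), and the median (0.25) and the mean (-0.014) differ in sign (adjusted p = 0.86 by camera, on voom values with a median of 0.026). Of 28 odorant-binding genes, 5 were higher, 11 were lower and 12 did not pass, with 5 higher and 11 lower when adjusted over the list alone (median -0.20, adjusted p = 0.33 by camera, on voom values with a median of -0.12). *Obp44a* fell by 0.91, and the higher ones were *Obp47b* (1.82), *Obp50e* (1.09), *Obp56d* (2.33), *Obp58c* (0.74), and *Obp19d* (3.32). Their calls by edgeR were lost for *Obp47b* without control replicate 2 (adjusted p up to 0.073), for *Obp50e* without control replicate 1 or 2 or mutant replicate 2 and under DESeq2 (adjusted p up to 0.075), for *Obp56d* without control replicate 1 or 2 or mutant replicate 1, 2, or 3 and under no low-count filter (adjusted p up to 0.13), for *Obp58c* without control replicate 2 or 3, mutant replicate 2 or 3, or replicate 3 of both genotypes and under DESeq2 (adjusted p up to 0.16), and for *Obp19d* without replicate 3 of both genotypes (adjusted p up to 0.060). The higher ones numbered 3 without control replicate 1, mutant replicate 2 or 3, or replicate 3 of both genotypes or under DESeq2 and 1 without control replicate 2, and *Obp19d* rests on 2 counts in the controls and 29 in the mutants, a ratio of 11.4 with an exact 95% counting interval of 2.89 to 98.8.

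Of 13 muscle genes, 0 were higher, 7 were lower and 6 did not pass, with 0 higher and 7 lower when adjusted over the list alone (median -0.15, adjusted p = 0.045 by camera and adjusted p = 0.68 with an estimated correlation), and the most counted, *Act57B*, fell by 0.18 on the log2 scale, with *TpnC73F* at -0.44. The lower muscle genes numbered 4 without mutant replicate 1 or under DESeq2 and 3 without control replicate 1 or 2 or mutant replicate 2 or under RLE size factors or library totals only. That list did not pass in 5 of 14 alternatives (adjusted p from 0.020 to 0.14). Of 12 neuron and glia genes, 8 were higher, 1 were lower and 3 did not pass, with 10 higher and 1 lower when adjusted over the list alone (median 0.35, adjusted p = 0.019 by camera and adjusted p = 0.68 with an estimated correlation), with *brp* at 0.49, *Appl* at 0.38 and *Syt1* at 0.44, while the glial gene *repo* fell by 1.57 and the most counted, *nrv3*, had 0.27 (SE 0.10, adjusted p = 0.053) and passed in 8 of 15 alternatives (adjusted p from 0.0046 to 0.19 from edgeR's quasi-likelihood test and the other tools). That list did not pass without mutant replicate 3 (adjusted p = 0.05001, over alternatives from 0.0040), and 5 of its genes were higher without control replicate 2. Of 7 fat body genes, 3 were higher, 2 were lower and 2 did not pass, with 3 higher and 2 lower when adjusted over the list alone (median 0.78, adjusted p = 0.55 by camera, on voom values with a median of 0.41), and the most counted, *apolpp*, fell from 6904 ± 145 CPM to 5161 ± 347 CPM (SD, n = 3 each), with *CtsL1* at 0.82, *UGP* at 0.26, *Lsp1gamma* at 0.78 and *Apoltp* at -0.18. Of 10 hemocyte genes, 2 were higher, 2 were lower and 6 did not pass, with 2 higher and 2 lower when adjusted over the list alone (median -0.0010, adjusted p = 1.00 by camera, on voom values with a median of 0.0083), with *srp* (0.32), *crq* (0.25), *Nplp2* (-0.42), and *Hml* (-0.20). Of 6 tracheal genes, 3 were higher, 0 were lower and 3 did not pass, with 4 higher and 0 lower when adjusted over the list alone (median 0.56, adjusted p = 0.13 by camera), with *verm* (0.70), *serp* (0.81), and *trh* (0.41). That list passed without replicate 3 of both genotypes (adjusted p = 0.026, over alternatives from 0.026 to 0.31). Of 5 salivary gland genes, 1 were higher, 0 were lower and 4 did not pass, with 1 higher and 0 lower when adjusted over the list alone (median -0.25, adjusted p = 0.98 by camera, on voom values with a median of -0.71), the higher one being *fkh* (0.45). Of 7 germline genes, 4 were higher, 0 were lower and 3 did not pass, with 5 higher and 0 lower when adjusted over the list alone (median 0.57, adjusted p = 0.14 by camera), namely *aub* (0.69), *piwi* (0.57), *vas* (0.36), and *zpg* (0.61), and all 3 male dosage genes were higher (3 when adjusted over the list alone, adjusted p = 0.043 by camera and adjusted p = 0.59 with an estimated correlation), namely *roX1* (0.88), *roX2* (0.59) and *msl-2* (0.41). That list did not pass in 6 of 14 alternatives (adjusted p from 0.022 to 0.094). Calls by edgeR in muscle and fat body were lost for *Act57B* without control replicate 1 or 2 or mutant replicate 2 or 3 and under DESeq2, RLE size factors, or library totals only (adjusted p up to 0.14), for *Lsp1gamma* without control replicate 1 or 3 or mutant replicate 1 or 2 and under DESeq2 or limma-voom (adjusted p up to 0.13), for *UGP* without control replicate 3 or replicate 3 of both genotypes (adjusted p up to 0.063), and for *Apoltp* without control replicate 1 or 2 or mutant replicate 1, 2, or 3 and under DESeq2, RLE size factors, or library totals only (adjusted p up to 0.12). Those in hemocytes and tracheae were lost for *crq* without control replicate 1 or 2 or mutant replicate 1 or 3 (adjusted p up to 0.12), for *Hml* without control replicate 1 or 2 or mutant replicate 2 or 3 and under DESeq2, RLE size factors, library totals only, or no low-count filter (adjusted p up to 0.11), for *serp* without control replicate 1 or mutant replicate 1 or 3 (adjusted p up to 0.094), for *trh* without control replicate 1 or 2 or mutant replicate 1 (adjusted p up to 0.069), and for *verm* without mutant replicate 3 (adjusted p up to 0.065). In the germline and male dosage lists they were lost for *zpg* without control replicate 1, 2, or 3, mutant replicate 1 or 3, or replicate 3 of both genotypes and under DESeq2 or limma-voom (adjusted p up to 0.17), for *vas* without control replicate 1 or 2, mutant replicate 2 or 3, or replicate 3 of both genotypes and under DESeq2 or no low-count filter (adjusted p up to 0.15), for *piwi* without control replicate 1 or 3, mutant replicate 3, or replicate 3 of both genotypes and under DESeq2 (adjusted p up to 0.19), and for *msl-2* without replicate 3 of both genotypes (adjusted p up to 0.063). The higher genes numbered 2 without control replicate 2 or 3 and 1 without control replicate 1, mutant replicate 3, or replicate 3 of both genotypes or under DESeq2 for germline, 1 without control replicate 3 for fat body and 1 without control replicate 1 or mutant replicate 1 for tracheae, and on the log2 scale *RpL22-like* was at 0.31 without replicate 3 of both genotypes, *UGP* was at 0.16 without replicate 3 of both genotypes, and *piwi* was at 0.31 without replicate 3 of both genotypes.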
